# Combinatorial Recruitment of CREB, C/EBPβ and c-Jun Determines Activation of Promoters upon Keratinocyte Differentiation

**DOI:** 10.1371/journal.pone.0078179

**Published:** 2013-11-07

**Authors:** Julian M. Rozenberg, Paramita Bhattacharya, Raghunath Chatterjee, Kimberly Glass, Charles Vinson

## Abstract

**Background:**

Transcription factors CREB, C/EBPβ and Jun regulate genes involved in keratinocyte proliferation and differentiation. We questioned if specific combinations of CREB, C/EBPβ and c-Jun bound to promoters correlate with RNA polymerase II binding, mRNA transcript levels and methylation of promoters in proliferating and differentiating keratinocytes.

**Results:**

Induction of mRNA and RNA polymerase II by differentiation is highest when promoters are bound by C/EBP β alone, C/EBPβ together with c-Jun, or by CREB, C/EBPβ and c-Jun, although in this case CREB binds with low affinity. In contrast, RNA polymerase II binding and mRNA levels change the least upon differentiation when promoters are bound by CREB either alone or in combination with C/EBPβ or c-Jun. Notably, promoters bound by CREB have relatively high levels of RNA polymerase II binding irrespective of differentiation. Inhibition of C/EBPβ or c-Jun preferentially represses mRNA when gene promoters are bound by corresponding transcription factors and not CREB. Methylated promoters have relatively low CREB binding and, accordingly, those which are bound by C/EBPβ are induced by differentiation irrespective of CREB. Composite “Half and Half” consensus motifs and co localizing consensus DNA binding motifs are overrepresented in promoters bound by the combination of corresponding transcription factors.

**Conclusion:**

Correlational and functional data describes combinatorial mechanisms regulating the activation of promoters. Colocalization of C/EBPβ and c-Jun on promoters without strong CREB binding determines high probability of activation upon keratinocyte differentiation.

## Introduction

During differentiation, keratinocytes exit the cell cycle and start producing differentiation-specific proteins used in the formation of the outer skin layer. Both the c-Jun/AP-1 family of transcription factors [1], [2], [3], [4] and C/EBPs [5], [6], [7] play a pivotal role in the regulation of keratinocyte differentiation. Keratinocytes proliferation and oncogenic transformation is also dependent upon C/EBP’s [8]–[10] and c-Jun/AP-1 [11]–[17]. C/EBPβ, in particular, is known to be a positive regulator of keratinocyte proliferation [18], [8], [9]. C/EBPβ is activated by Ras and C/EBPβ-nullizygous mice are completely refractory to skin tumor development [9]. One of the mechanisms of C/EBPβ mediated resistance to skin carcinogenesis is repression of p53 [10], [18]. In contrast, C/EBPα is targeted by p53 [19], and blocks Ras-induced and epidermal growth factor-induced E2F activity in keratinocytes as well as Ras-induced cell transformation and cell cycle progression [20]. Both C/EBPα and C/EBPβ regulate genes involved in keratinocyte differentiation, including involucrin [7], keratin 1 and keratin 10 [6], [21], and desmocolin [22]. Mice lacking both of these proteins in the epidermis show increased proliferation of basal keratinocytes and impaired commitment to differentiation [6]. c-Jun/AP-1 deficiency augments keratinocyte resistance to carcinogenesis by mechanisms associated with the repression of AP-1 targets that promote proliferation such as Cyclin D1 [15], [16], [23] and EGFR [24].

The mechanism that allows for the selective regulation of genes involved in diverse cell functions such as proliferation and differentiation using the same transcription factors is still unknown. Differential expression of AP-1 family members c-Jun/JunB, Fra2/cFos and C/EBPs family members C/EBPα and C/EBPβ contribute to the modulation of gene activities upon differentiation [11], [22], [13], [25]. Since the DNA binding domains of these transcription factors within their families are identical [26], exchanges of the transcription factor bound to DNA will occur at the regulatory elements of genes that are (or are not) activated by differentiation. One possible explanation for selective activation of promoters by transcription factors is the binding of heterodimers of AP-1 and/or C/EBPβ to composite elements [27]–[30]. In this case, the c-Jun-C/EBPβ heterodimer represses transcription [31], while promoters bound by C/EBPβ alone can be activated [32].

CREB is another transcription factor important for keratinocyte proliferation [2], [33], [34], [23]. In different cell types CREB is bound to promoters of nearly the same set of genes responsible for cell survival and cell cycle progression [35]. Inhibition of CREB leads to the repression of skin tumor initiation in mice and repression of cell cycle progression [33]. The role of CREB in keratinocyte differentiation is not well studied, although it has been shown that inhibition of CREB by A-CREB dominant negative represses both CREB and AP-1 reporter activities [34]. While some studies reported that CREB protein level is induced by keratinocytes differentiation [34], other show that it is repressed [2].

Gene activation and repression mediated by the binding of a transcription factor can also be driven by cooperative interactions with other sequence specific transcription factors [36]–[42]. For example, CREB, C/EBPs and/or AP-1 cooperatively regulate the promoter activity of prointerleukin-1 beta [29], loricrine [2], cFos [43], CyclinD1 [23], and StAR [44].

Our previous work has demonstrated that DNA methylation is important for activation of some tissue specific genes involved in keratinocyte differentiation [45]. Notably, although methylation inhibits CREB binding to its consensus binding site, C/EBPβ and c-Jun can bind the methylated CREB binding site. Also, methylation of the consensus C/EBP DNA binding site increases its affinity to C/EBP [45]. Thus, the DNA methylation status of promoters may play a role in differential recruitment of CREB, c-Jun and C/EBPβ.

We hypothesized that CREB, c-Jun and C/EBPβ are functioning differently when they bind to promoters in different combinations. Because CREB is important for cell survival, we hypothesized that C/EBPβ and c-Jun regulate genes involved in cell survival and proliferation if they co-localize with CREB and regulate genes involved in differentiation when they do not. We test this hypothesis by analyzing how genome-wide promoter binding of transcription factors CREB, C/EBPβ and c-Jun in different combinations correlate with either the activation or repression of promoters and their target genes upon keratinocyte differentiation.

## Results

### Upon Keratinocyte Differentiation RNAP is Preferentially Recruited to Promoters bound by a Combination of C/EBPβ and cJun

In order to determine factors correlating with activation of promoters as measured by RNA polymerase II (RNAP) binding, we determined localization of three transcription factors – CREB, C/EBPβ and c-Jun, as well as RNAP, in proliferating and differentiated keratinocytes using chromatin immunoprecipitation followed by microarray hybridization. Despite close to 100% immunoprecipitation efficiency, c-Jun had lower DNA binding levels than the other proteins (Figure S1).

Upon keratinocyte differentiation, RNAP binding increased at 797 promoters and decreased at 841 promoters (Figure 1A). 

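mRNA levels were measured with Affymetrix mouse expression arrays in primary keratinocytes of newborn FVB mice. Arrays of 2 samples of undifferentiated keratinocytes, kept at 0.05 mM calcium, and of 4 samples of keratinocytes differentiated at 0.4 mM calcium for 2 days are compared here. The authors made the deposited values with RMA, which corrects the background, normalizes the arrays to each other and gives 1 log2 value per probe set. Over the 10 arrays of all conditions the median of the 45101 probe sets lay between 4.64 and 4.78 and the highest value between 13.7 and 14.58. Differentiated replicate 2 had the lowest maximum. For the values given here, probe sets with a single gene symbol were averaged per gene, which gave 18194 genes. All 10 arrays entered 1 limma fit with a mean for each condition, and p-values were adjusted over these genes by the Benjamini-Hochberg method. Genes were also counted at the threshold the paper states for differentiation, a change of more than 0.5 on the log2 scale. Across genes, the undifferentiated replicates correlated at r = 0.993 and the 6 pairs of differentiated replicates at r = 0.990 to 0.996, where genes are not independent replicates. Whether replicates came from separate cultures is not stated, so the p-values measure only the spread between these samples, which may be technical, and the small number of arrays limits the precision.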

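Differentiated keratinocytes had lower mRNA levels of genes of cell division and higher levels of genes of tight junctions and cholesterol synthesis than undifferentiated keratinocytes. Of 39 measured genes of S phase and mitosis, 38 fell, none rose and 1 did not pass the test (39 fell adjusted over the list alone), with a median log2 fold change of −1.71. Aurkb, a mitotic kinase, fell by 2.74 on the log2 scale (standard error 0.30, adjusted p = 0.000253, n = 4 against 2 arrays), and Ccne2, a cyclin of the entry into S phase, fell by 2.33 (standard error 0.17, adjusted p = 3.11e-05). Of 15 tight junction genes, 10 rose, none fell and 5 did not pass (11 rose and 1 fell adjusted over the list alone), among them the claudins Cldn23, with a log2 fold change of 5.12 (standard error 0.21, adjusted p = 1.35e-06), and Cldn3, with 3.86 (standard error 0.32, adjusted p = 7.11e-05). Of 20 genes of cholesterol synthesis, 11 rose, none fell and 9 did not pass (13 rose adjusted over the list alone), including the isomerase Idi1 with 1.75 and the reductase Dhcr7 with 1.56. By limma's camera with a preset correlation of 0.01, these 3 lists had adjusted p = 7.46e-29, 8.07e-10 and 3.26e-10, and adjusted p = 0.418, 0.418 and 0.428 with an estimated correlation.
Of 46 genes of the cornified envelope and late differentiation, 15 rose, 2 fell and 29 did not pass (20 rose and 4 fell adjusted over the list alone). Their median log2 fold change was 0.68 (camera adjusted p = 2.45e-05, and adjusted p = 0.899 with an estimated correlation; adjusted p = 0.147 and a median of 0.31 without undifferentiated replicate 1). The protease Klk7 rose by 1.95 (standard error 0.23, adjusted p = 0.000366), Klk8 by 1.73, the late envelope gene Crct1 by 2.44, periplakin (Ppl) by 1.26 and involucrin (Ivl) by 0.80 (standard error 0.17, adjusted p = 0.0104). Loricrin (Lor) had a log2 fold change of 0.21 (standard error 0.33, adjusted p = 0.82), and the suprabasal keratins Krt1 and Krt10 had −1.29 (standard error 0.42, adjusted p = 0.0669) and −1.21 (standard error 0.41, adjusted p = 0.0757). Of 21 basal keratinocyte genes, 8 fell, none rose and 13 did not pass (11 fell and 1 rose adjusted over the list alone; camera adjusted p = 0.00026, and adjusted p = 0.899 with an estimated correlation). Col17a1, a hemidesmosome collagen, fell by 2.17 (standard error 0.29, adjusted p = 0.000737) and Trp63, the p63 regulator of basal cells, by 1.42 (standard error 0.24, adjusted p = 0.00255). Cyclin D1 (Ccnd1) fell by 1.45 (standard error 0.39, adjusted p = 0.0319).
Claudin 4 (Cldn4), a tight junction gene, rose by 1.77 (standard error 0.40, adjusted p = 0.0129), Sprr1a by 1.31 (standard error 0.25, adjusted p = 0.00549) and Dnase1l3 by 1.98 (standard error 0.33, adjusted p = 0.00239). Sprr1a lay near the top of the range of differentiated arrays 1, 3 and 4 (14.31 to 14.33, where the maxima are 14.45 to 14.48), which limits its fold change. Rps19, a ribosomal protein, had a log2 fold change of 0.02 (standard error 0.16, adjusted p = 0.969). The mRNAs of the transcription factors themselves did not pass the test, with log2 fold changes of 0.30 for Cebpb (standard error 0.31, adjusted p = 0.672), −0.49 for Cebpa, 0.04 for Jun (standard error 0.26, adjusted p = 0.965), −0.09 for Creb1 (standard error 0.12, adjusted p = 0.774), −0.10 for Junb, −0.27 for Fos and 0.14 for Fosl2. Nor did Egfr (0.17), Il1b (0.34) and Star (0.09). The value of Creb1 averages probe sets that differ in sign, at −0.48 and −0.44 and at 0.17, 0.14, 0.06 and 0.01. Over 21 alternative settings of the fit Creb1 lay at −0.44 to 0.01. Cebpa passed in 1 of 21 alternative settings of the fit, and its log2 fold change lay at −0.75 to −0.23 over them.
Over all 18194 genes, 1208 rose and 1662 fell at a limma adjusted p under 0.05, and 4691 had an unadjusted p under 0.05, while 757 rose and 1107 fell with differentiated arrays 1 and 2 only. More than 0.5 on the log2 scale separated the means of 1315 genes (7.23%) that were higher and 1614 (8.87%) that were lower. The 8 largest rises among genes that passed the test, and whose arrays did not overlap between the conditions, were those of Cldn23, Spink12 (4.94), Anxa9 (4.85), Gabrp (4.61), Krt79 (4.61), Egr2 (4.60), Krt8 (4.60) and Scgb1a1 (4.59), and the 8 largest falls those of Stfa3 (−4.39), Tslp (−4.21), Depdc1a (−3.44), Stfa2l1 (−3.41), Mki67 (−3.30), Tubb3 (−3.06), Aurkb and Ncapg (−2.71). On their dimmer side Egr2 (4.18 and 4.30), Scgb1a1 (3.88 and 3.94), Depdc1a (3.34 to 4.65) and Stfa2l1 (3.35 to 3.45) lay below the median probe set of each array. Spink12 (4.28), Anxa9 (4.41), Krt79 (4.50) and Aurkb (4.43) did so in 1 array. Ncapg did so in differentiated replicates 1, 3 and 4 (4.66, 3.79 and 4.41). Signal there is not shown to exceed background, so that the folds and ranks of all these genes are limited by it. Without undifferentiated replicate 1, 665 genes rose and 770 fell, the calls of Sprr1a (0.92, adjusted p = 0.0814), Ivl (0.47, adjusted p = 0.126), Ccnd1 (−1.27) and Mki67 (−3.28) ended, and the cornified envelope list no longer passed (median 0.31, adjusted p = 0.147), whose mean level was 8.12 in that array, 9.09 in the other undifferentiated array and 9.13 to 9.37 in the differentiated ones, while Krt1 (−2.19) and Krt10 (−2.03) passed. Without undifferentiated replicate 2, 693 genes rose and 1142 fell and the calls of Cldn4 (1.36, adjusted p = 0.142), Ccnd1 (−1.62) and Mki67 (−3.33) ended, and that of Ccnd1 also without differentiated replicate 1 (−1.51) or 4 (−1.52).

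**Figure D1:**
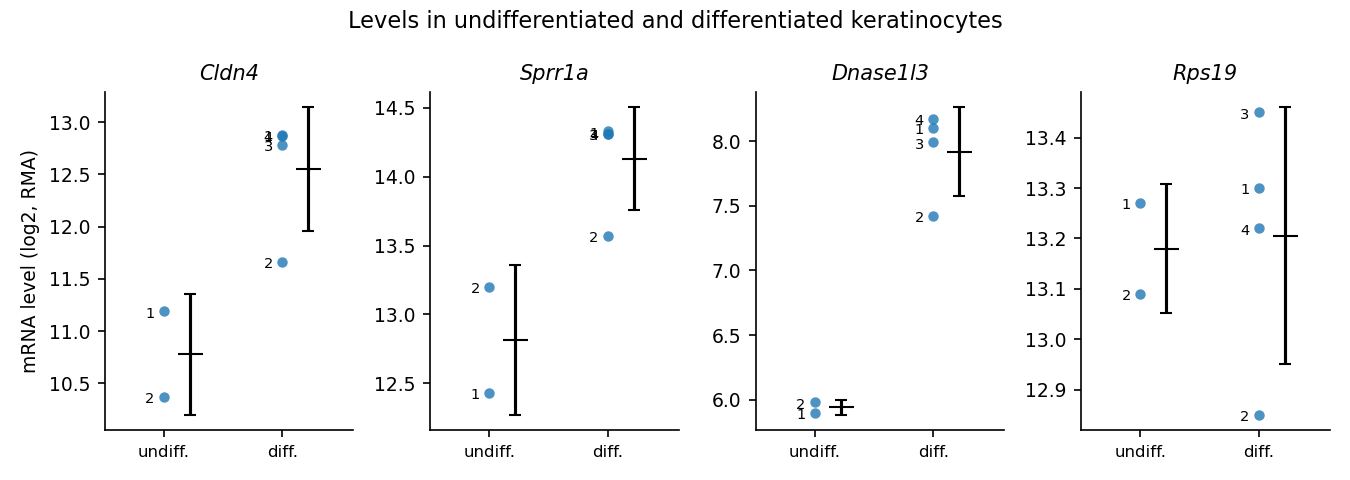
mRNA level (log2, RMA) of Cldn4, Sprr1a, Dnase1l3 and Rps19 in each array of undifferentiated (n = 2) and differentiated (n = 4) keratinocytes, numbered by replicate, with the mean and SD beside the points. Dnase1l3 was at 7.92 in differentiated and 5.94 in undifferentiated keratinocytes, and Rps19 at 13.20 and 13.18.

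**Figure D2:**
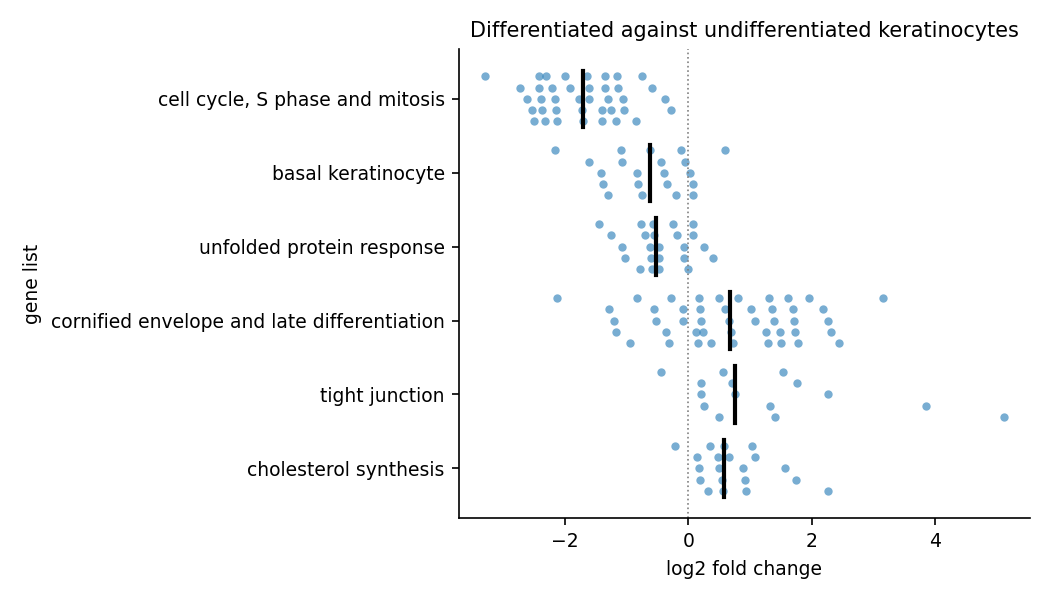
Log2 fold change of each measured member (points) and the median (bar) of 6 gene lists in differentiated against undifferentiated keratinocytes. All 39 genes of S phase and mitosis lie below 0, and 14 of 15 tight junction genes above it.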

Out of 17928 genes for which we have both promoter binding data and mRNA expression levels, we observed that 1326 (7.4%) have increased mRNA levels and 1458 (8.1%) genes are repressed upon keratinocyte differentiation. This increase correlates with induction of RNAP binding (Figure 1A). In contrast, after keratinocyte differentiation the binding of CREB, C/EBPβ and c-Jun does not change dramatically (Figure S1A). The highest increase of binding was observed for, C/EBPβ (Figure S1 A, B). Scatterplots of changes in RNAP binding versus changes in transcription factor binding upon differentiation show that induction of RNAP upon differentiation is overrepresented among promoters with induction of C/EBPβ binding (Figure S1B). We did not observe this for c-Jun or CREB. Induction of RNAP is also preferentially observed in promoters bound by C/EBPβ and c-Jun, while promoters bound by CREB are predominantly repressed upon differentiation (Figure S1C). Thus, changes of RNAP binding upon differentiation are not determined only by binding of CREB, C/EBPβ or c-Jun to promoters.

**Figure 1:**
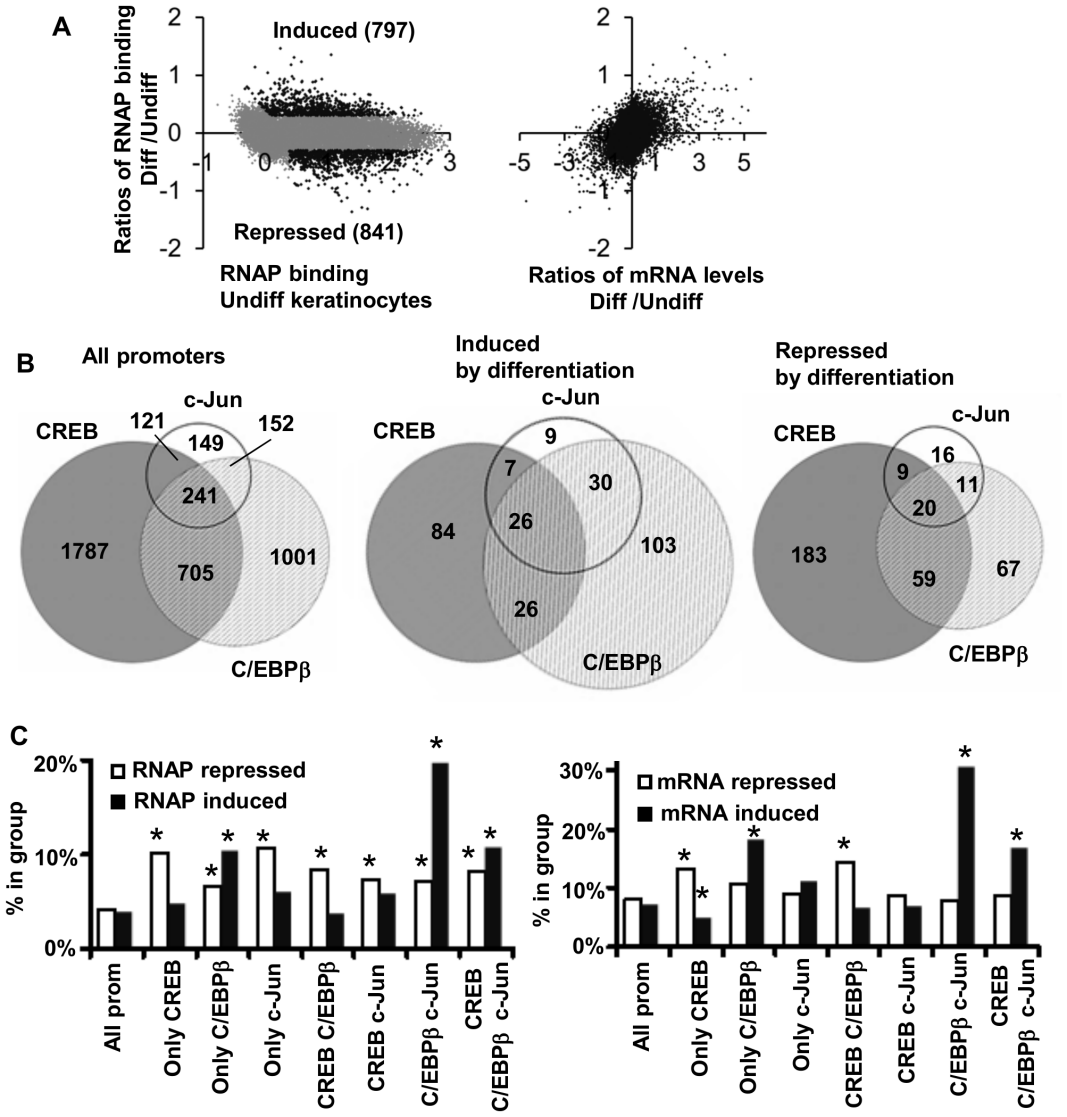
Upon keratinocyte differentiation RNAP binding and mRNA levels are preferentially induced when promoters are bound by combinations of C/EBPβ and cJun. **A.** Scatterplott of changes in RNAP binding after differentiation versus RNAP binding in undifferentiated keratinocytes show 797 and 841 promoters are induced or repressed upon differentiation. These changes correlate with changes in mRNA levels. **B.** Transcription factors CREB, C/EBPβ and c-Jun bind distinct set of promoters in differentiated keratinocytes. Euler diagrams show that promoters bound by C/EBPβ and c-Jun are preferentially induced by differentiation and promoters bond by CREB are not. **C.** Fraction of promoters bound by different combination of transcription factors in differentiated keratinocytes where RNAP binding is repressed (white bars) or induced by differentiation (black bars). **D.** Fraction of genes with mRNA levels induced or repressed by differentiation more than 1.4 times in groups of promoters bound by different combinations of transcription factors. * - values are different from expected (p<0.005 using a two-tailed unpaired t-test).

We next analyzed if promoters bound by different combinations of transcription factors are preferentially repressed or induced upon differentiation. CREB, C/EBPβ and cJun bind distinct set of promoters in differentiated keratinocytes (Figure 1B). Among those, promoters bound by C/EBPβ and c-Jun are overrepresented in those which also have induction of RNAP binding upon differentiation (Figure 1B). Figure 1C shows the fraction of promoters bound by different combination of transcription factors in differentiated keratinocytes where RNAP binding or mRNA levels are repressed (white bars) or induced by differentiation (black bars). Induction of RNAP binding and mRNA by differentiation is the lowest for promoters bound by CREB alone or in combination with c-Jun or C/EBPβ, and the highest for C/EBPβ alone, C/EBPβ, cJun and CREB, C/EBPβ, c-Jun bound promoters. In particular, 20% of promoters bound by C/EBPβ and cJun are induced upon differentiation, five times more than expected by chance (Figure 1C).

We found the same absolute values of RNAP induction between groups (Figure S2A); however, induction of mRNA upon differentiation is highest when promoters are bound by c-Jun or C/EBPβ and lowest for genes with CREB-bound promoters (Figure S2 B).

Transcription factors are known to recruit histone acetyltransferases that change chromatin accessibility and transcriptional activation. Therefore, we next investigated whether H3K9 acetylation preferentially altered upon differentiation for promoters bound by specific combinations of transcription factors. As expected, H3K9 acetylation correlates with RNAP binding in differentiated (Figure S3A) and undifferentiated keratinocytes. Although, relatively wide range of RNAP binding for given H3K9 acetylation level suggests that RNAP binding is also regulated by other factors. Likewise, changes in RNAP binding upon differentiation positively correlate with changes in H3K9 acetylation (Figure S3B). We found 800 promoters with induced H3K9 acetylation and 186 that also have induced RNAP binding upon differentiation. Similar to what we observed for RNAP binding, H3K9 acetylation is preferentially induced on promoters bound by C/EBPβ and cJun and promoters bound by CREB, cJun and C/EBPβ (Figure S3C). Promoters bound by C/EBPβ and CREB and promoters bound by cJun and CREB have lower levels of H3K9 acetylation induction compared to promoters bound by C/EBPβ and c-Jun (Figure S3D).

### Colocalization of C/EBPβ or c-Jun with CREB Determine Genes which Expression and Induction upon Differentiation is Dependent on C/EBPβ and c-Jun Functions

C/EBPβ binding to promoters is induced upon keratinocyte differentiation and RNAP binding is preferentially induced to promoters bound by C/EBPβ and cJun. 

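A-C/EBP is a dominant negative protein that dimerizes with C/EBP family members and keeps them from DNA. Keratinocytes that carry it under tetracycline control were induced by taking doxycycline out of the medium, then differentiated in the same calcium medium and for the same time as the differentiated controls. The 2 arrays of differentiated keratinocytes with A-C/EBP are compared here with the same 4 arrays of differentiated keratinocytes that were compared with undifferentiated ones. The A-Fos samples are not analysed here. Both A-C/EBP arrays carry replicate number 2 in 1 of their labels, and the numbers 1 and 2 of their titles were used. Neither the paper nor the labels state whether the differentiated controls carried the transgene. Values were deposited and processed as for the differentiation arrays, and genes are compared as A-C/EBP minus differentiated controls. The paper's text names no threshold for A-C/EBP, so the one for differentiation was used. The A-C/EBP replicates correlated at r = 0.990 across genes, and 1430 genes differed by more than 0.5 on the log2 scale between them. The hybridization control probe sets had a mean of 11.3 in A-C/EBP replicate 2, against 9.03 to 10.6 in the other arrays. That array also stood apart in sex-linked transcripts, with Xist at 9.93 and the Y-linked Eif2s3y at 3.74, against 5.84 to 8.27 and 5.40 to 6.03 in the other arrays.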

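With A-C/EBP, differentiated keratinocytes had higher mRNA levels of the cytokine genes Ccl20, Il33 and Tslp and lower levels of 3 cell division genes. Ccl20, a chemokine, rose by 2.95 on the log2 scale (standard error 0.28, adjusted p = 0.00122, n = 2 against 4 arrays), Il33, an alarmin of epithelia, by 2.08 (standard error 0.29, adjusted p = 0.00886), Tslp, a cytokine of epithelia, by 2.96 (standard error 0.54, adjusted p = 0.0238) and Il1rn, the antagonist of the interleukin 1 receptor, by 1.47 (standard error 0.17, adjusted p = 0.00369). Of 33 genes of epidermal inflammation, 7 rose, 1 fell and 25 did not pass (9 rose and 6 fell adjusted over the list alone; camera adjusted p = 0.43). The gene that fell was Ptgs2, with a log2 fold change of −1.25, which is named after its value was seen. The antimicrobial and alarmin genes Defb4 (−2.27), S100a8 (−2.31), S100a9 (−2.12) and Slpi (−1.99), the last 3 also named after their values were seen, lay lower and did not pass. Of 39 genes of S phase and mitosis, Mad2l1 (−1.21, standard error 0.24, adjusted p = 0.0327), Ccnb2 (−1.82, standard error 0.36, adjusted p = 0.0355) and Ccne2 (−0.81) fell, none rose and 36 did not pass (21 fell adjusted over the list alone). The median of this list was −0.62 (camera adjusted p = 3.46e-19, and adjusted p = 0.992 with an estimated correlation).
Genes of the cornified envelope moved both ways. Of the 46 measured, Prr9 (3.03, standard error 0.32, adjusted p = 0.00268), Ppl (1.12, standard error 0.13, adjusted p = 0.00369), Krt77 (2.61, standard error 0.52, adjusted p = 0.0351) and Lce1m (1.95, named after its value was seen) rose, Cnfn, which encodes cornifelin, fell by 1.46 (standard error 0.31, adjusted p = 0.0425), and 41 did not pass (7 rose and 5 fell adjusted over the list alone; camera adjusted p = 0.912). Ivl, Krt1 and Krt10 had log2 fold changes of 0.76 (adjusted p = 0.0577), 1.79 (adjusted p = 0.0642) and 1.07 (adjusted p = 0.263), where Ivl (adjusted p = 0.0241) and Krt1 (adjusted p = 0.0122) passed without either undifferentiated array. Of 21 basal keratinocyte genes, Krt15 rose by 1.85 (standard error 0.23, adjusted p = 0.00482), none fell and 20 did not pass (7 rose adjusted over the list alone). This list had a median of 0.33 (camera adjusted p = 0.00176, and adjusted p = 0.992 with an estimated correlation; adjusted p = 0.0611 without differentiated replicate 3, and adjusted p = 0.0681 with differentiated arrays 1 and 2 only). The basal list also no longer passed with a block for the replicate number. Of 21 fibroblast markers, 17 lay below 0 and none passed singly or adjusted over the list alone. Their median was −0.40 (camera adjusted p = 0.005, and adjusted p = 0.992 with an estimated correlation; adjusted p = 0.0633 with differentiated arrays 3 and 4 only). It was −0.13 without A-C/EBP replicate 1, where the list no longer passed. Tjp3, a scaffold protein of tight junctions, rose by 2.31 (standard error 0.16, adjusted p = 0.000237), and corneodesmosin (Cdsn) by 1.31 (standard error 0.22, adjusted p = 0.0186). The mRNA of Cebpb had a log2 fold change of 0.24 (standard error 0.31, adjusted p = 0.85) and that of Cebpa 0.80 (standard error 0.23, adjusted p = 0.125). Cebpa passed with A-C/EBP in 1 of 21 alternative settings of the fit, and its log2 fold change lay at 0.54 to 1.06 over them.
In all, 271 genes rose and 106 fell at a limma adjusted p under 0.05, of 2469 with an unadjusted p under 0.05. With a block for the replicate number, 504 rose and 269 fell, while 78 rose and 42 fell with differentiated arrays 1 and 2 only and 55 and 25 with 3 and 4 only. The 8 largest rises among genes that passed, and whose arrays did not overlap, were those of Clca3a2 (4.01), Psors1c2 (3.60), Prr9, Nlrp10 (3.03), Mest (3.00), Tslp, Ccl20 and Slc1a1 (2.84). Clca3a2 was at 4.04 to 4.30 in the differentiated controls, below the median probe set of each array and not shown to exceed background, which limits its fold and rank. The 8 largest falls were those of Spink12 (−3.38), Idi2 (−2.92), Scgb1a1 (−2.84), Orm1 (−2.56), Bst1 (−2.46), Serpina11 (−2.26), Ccdc68 (−2.19) and Prom1 (−2.14). In A-C/EBP replicate 2, Idi2 (3.98), Scgb1a1 (4.56) and Orm1 (4.44) lay below the median probe set of that array (4.76). Nlrp10 (4.59) lay below that of differentiated replicate 3 (4.74). This limits the folds and ranks of these genes as well. Orm1 was at −1.23, Bst1 at −1.37 and Idi2 at −1.88 without A-C/EBP replicate 2. Without A-C/EBP replicate 2, 48 genes rose and 8 fell, and the calls of Il33 (1.94), Tslp (1.74), Il1rn (1.30), Nlrp10 (2.97), Krt77 (1.44), Spink12 (−2.06), Scgb1a1 (−1.73), Serpina11 (−1.41), Ccdc68 (−1.68), Prom1 (−1.47), Cnfn (−1.13), Mad2l1 (−1.40), Ccnb2 (−1.53), Ccne2 (−0.75), Cdsn (1.32), Ptgs2 (−1.54) and Lce1m (1.26) ended. Of 37 named genes that passed, the calls of 11 held without each array in turn, among them Clca3a2, Psors1c2, Prr9, Mest, Ccl20, Slc1a1, Idi2, Ppl, Krt15 and Tjp3, and between 3 and 15 calls ended without any 1 of the other arrays, 15 of them without differentiated replicate 1, where 54 genes fell, 15 without differentiated replicate 2, where 147 rose, and 15 without differentiated replicate 4, where 151 rose and 46 fell.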

In order to determine genes that are dependent upon C/EBPβ or cJun function we expressed dominant negatives A-C/EBP and A-Fos using a tetracycline driven expression system [17], [10]. A-C/EBP and A-Fos have been extensively used to study these proteins in a variety of systems [10], [17], [34], [36], [38]. We find that A-C/EBP most strongly represses genes whose promoters are bound by C/EBPβ and not CREB (Figure 2A). Likewise, A-Fos dominant negative preferentially represses genes whose promoters are bound by c-Jun alone or in combination with C/EBPβ (Figure 2A). Because differentiation preferentially induces the expression of genes whose promoters are bound by C/EBPβ and c-Jun, we tested if inhibition of C/EBPβ or cJun would preferentially repress them. 

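Genes induced by differentiation were lower with A-C/EBP more often than other genes, and they were also higher with it more often. Of the 1315 genes whose mean rose by more than 0.5 on the log2 scale upon differentiation, 227 (17.3%) were lower by more than 0.5 with A-C/EBP, against 552 (3.03%) of all 18194 genes, a ratio of 5.69. Another 160 (12.2%) were higher by more than 0.5 with A-C/EBP, against 674 (3.70%) of all genes, a ratio of 3.28. By limma at an adjusted p under 0.05 in both comparisons, 55 genes rose upon differentiation and fell with A-C/EBP, and 61 rose in both. In 100 simulated draws without effects, no gene did either. Those draws called almost no genes, on average 0.08 that fell and 0.05 that rose with A-C/EBP. They could hardly give an overlap and are no comparison for the 55 and 61 genes. Effects drawn independently over genes gave 117 and 112. There, 1010 genes fell and 1260 rose with A-C/EBP, far more calls than here. Spink12, Scgb1a1, Idi2 and Idi1 rose upon differentiation and fell with A-C/EBP, while Tjp3, Sc5d, Ppl and Lce1m rose in both.
Of 25 induced members of the cornified envelope list, 12 were lower by more than 0.5 with A-C/EBP, namely Cnfn, the only 1 of them to pass the test, and 11 Lce genes, and 6 were higher, among them Ivl, Ppl and Krt77. Of 10 induced genes of tight junctions, none was lower and Tjp3 was higher, and of 13 induced genes of cholesterol synthesis, Idi1 was lower and Sc5d higher. Of 8 induced genes of epidermal inflammation, 4 were lower, among them Defb4, and 2 higher, and of 10 induced genes of the interferon response, Isg20, Usp18 and Bst2 were lower and 1 was higher.
Both comparisons use the same differentiated arrays with opposite sign, so chance alone gives an overlap. For groups simulated with no effect, 17.95% of induced genes were lower (SD 4.17, 100 draws), out of few genes, since 0.473% of all genes were then lower, and for effects drawn independently over genes 6.64% were lower (SD 0.689, highest 8.47%). Lists of 1315 and 552 genes drawn independently from 18194 would share 39.9 genes. With induction measured on 2 differentiated arrays and A-C/EBP against the other 2, the share was 12.7% to 23.3% over the 6 ways of splitting them, and its ratio to all genes 4.06 to 6.36. For the share that was higher with A-C/EBP, simulation gave 2.18% with no effect and 6.23% with independent effects, and the splits a ratio to all genes of 2.84 to 3.64. The share was 25.9% without A-C/EBP replicate 1, where 987 genes were lower, 12.1% without A-C/EBP replicate 2, and 4.55% among genes called by limma in both comparisons, against 0.583% of all genes. From the share over chance, the paper proposes that keratinocyte differentiation depends on C/EBP and AP-1 proteins.

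**Figure D3:**
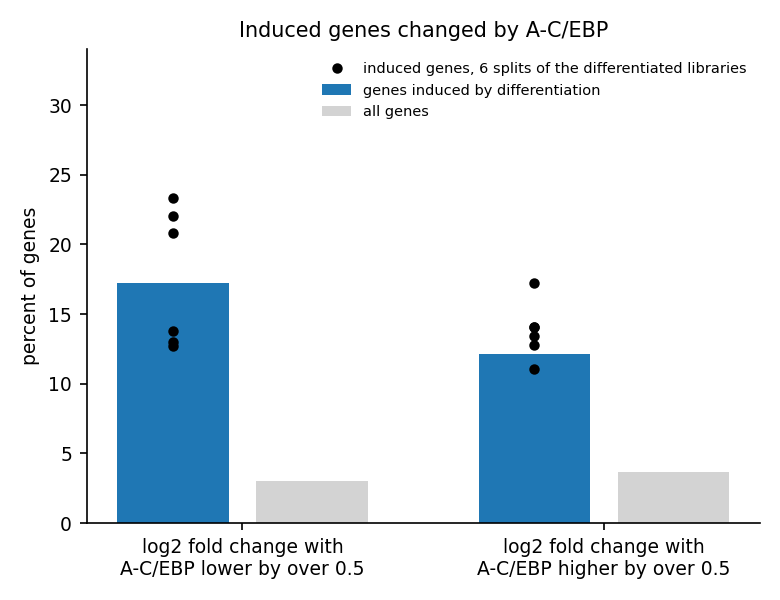
Percent of genes induced by differentiation (blue bars) and of all genes (grey bars) whose mRNA was lower or higher by more than 0.5 on the log2 scale with A-C/EBP. Black points give the share of induced genes for each of the 6 splits of the 4 differentiated arrays, 12.7% to 23.3% for lower genes.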

We found that A-C/EBP and A-Fos both repress 25% of promoters induced in differentiation, over three times what would be expected by chance, suggesting that differentiation is dependent on these transcription factors. Similar to what is observed for all promoters, A-Fos and A-C/EBP preferentially inhibit genes induced by differentiation if their promoters are bound only by cJun or C/EBPβ (Figure 2B); however the number of induced genes whose promoters are also bound by combinations of transcription factors is relatively low, so many of the differences do not reach statistical significance.

**Figure 2:**
Colocalization of C/EBPβ or c-Jun with CREB determine genes which expression and induction upon differentiation is dependent on C/EBPβ and c-Jun functions. **A.** Fraction of genes repressed by A-C/EBP (left panel) or A-Fos (right panel) in differentiated keratinocytes in groups of promoters bound by different combinations of transcription factors. **B.** Fraction of genes induced by differentiation and repressed by A-C/EBP (left panel) or A-Fos (right panel) in differentiated keratinocytes in groups of genes induced by differentiation which promoters are bound by different combinations of transcription factors. * - numbers are different from expected (p<0.05 using a two-tailed unpaired t-test).

### CREB Binding is Relatively Low for Promoters bound by CREB, C/EBPβ and cJun and Induced by Differentiation

Because CREB is rarely bound to promoters induced by differentiation, we hypothesized that CREB binding affinity might be lower in promoters bound by CREB C/EBPβ and cJun and induced by differentiation. Comparison of transcription factor binding distributions in all promoters and promoters bound by CREB, C/EBPβ and cJun in differentiated keratinocytes revealed lower levels of CREB binding in promoters bound by all three of these transcription factors and induced by differentiation (Figure 3A). We arbitrarily selected four genes based on different combinatorial recruitment of transcription factors and induction of RNAP binding upon differentiation and show the ChIP-chip binding patterns for RNAP, CREB, C/EBPβ and c-Jun across their promoters (Figure S4). Claudin4, SPRP1A and DNAse1L3 with no or low CREB binding were induced by differentiation. In contrast, Ribosomal protein 19 with high CREB binding was not. We confirmed binding of transcription factors by Chip-PCR for SPRP1A and DNAse1L3. CREB binding was low in comparison with C/EBPβ and cJun. (Figure 3B).

**Figure 3:**
CREB binding is relatively low in the group of promoters bound by CREB, C/EBPβ and cJun and induced by differentiation. **A.** Transcription factor binding distributions in all promoters, promoters bound by CREB, C/EBPβ and c-Jun, and promoters bound by all three of these proteins that are also either induced or repressed upon differentiation. Columns show the mean value of the binding affinity for each of the three transcription factors in these four groups of promoters, while error bars show the 15% and 85% percentiles. The binding affinity of CREB is significantly lower in promoters bound by all three transcription factors and induced by differentiation. Number on top represents the p-value from an unpaired t-test. **B.** Chip-PCR for promoter regions of SPRP1A and DNAse1L3 induced by differentiation. CREB binding is low in comparison with C/EBPβ and c-Jun. 3′ GAPDH region was not enriched in these samples.

### Colocalization of C/EBPβ and cJun with CREB is Associated with a High Probability of RNAP Binding in Proliferating or Differentiated Keratinocytes

Colocalization of C/EBPβ and cJun with CREB makes promoters refractory to induction with calcium and to repression by dominant negatives. CREB is known to bind nearly the same set of promoters in different cells [35] suggesting that CREB is involved in housekeeping functions of the cell. These promoters frequently contain CpG islands and typically are highly active. We hypothesized that when C/EBPβ or c-Jun co-localize with CREB, these promoters are strongly bound by RNAP and are not induced by differentiation because other CG binding factors like CREB are already activating them.

Indeed, scatter plots of transcription factors and RNAP DNA binding (Figure 4A) showed that 93% of promoters bound by CREB, 84% of promoters bound by C/EBPβ and 78% of promoters bound by c-Jun are also bound by RNAP in differentiated keratinocytes (Figure 4A, Figure S5). Analysis of RNAP binding in groups of promoters bound by different combination of transcription factors showed that colocalization of C/EBPβ or c-Jun with CREB corresponds to a high probability of RNAP recruitment (Figure 4 B). 44% of c-Jun only and 72% of C/EBPβ only bound promoters bind RNAP (Table S1). In contrast, when C/EBPβ or c-Jun colocalizes with CREB, about 90% of these promoters bind RNAP (Table S1). Similarly, in undifferentiated keratinocytes colocalization with CREB determines high probability of RNAP recruitment (Figure S5, Table S1). Likewise, when c-Jun colocalizes with C/EBPβ, the distribution of RNAP binding is the same as is observed for promoters bound by C/EBPβ only (Figure 4B). For promoters induced by differentiation we found higher RNAP binding for promoters bound by CREB than bound by C/EBPβ and/or c-Jun (Figure 4C). Despite low CREB binding (Figure 3A), promoters induced by differentiation and bound by CREB, C/EBPβ and c-Jun (Figure 3A) have higher RNAP binding than, promoters induced by differentiation and bound by C/EBPβ and c-Jun only (Figure 4C).

**Figure 4:**
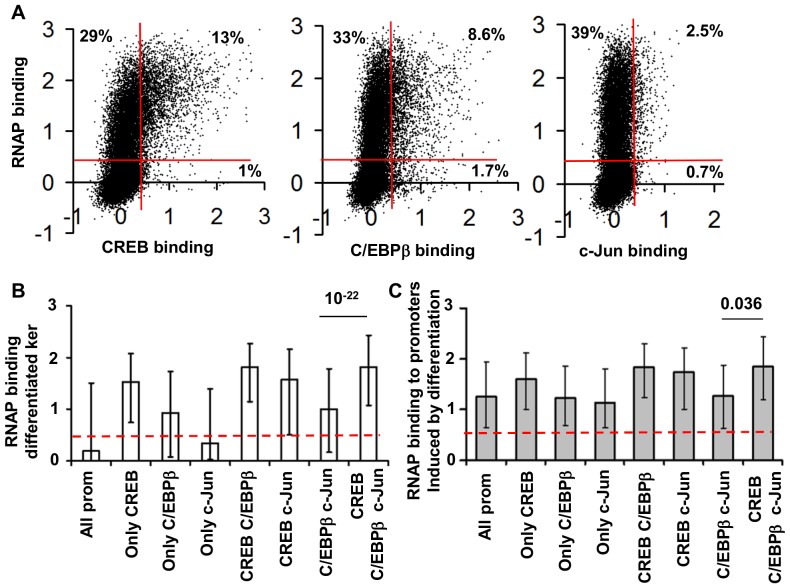
Colocalization of C/EBPβ and c-Jun with CREB is associated with high probability of RNAP binding in all promoters and promoters induced by differentiation. **A.** Scatter plots of transcription factors and RNAP binding show that 95% of promoters bound by CREB, 82% of C/EBPβ and 62% of c-Jun bound promoters are also bound by RNAP. Lines are RNAP binding thresholds. **B.** RNAP binding percentiles (15%, 50% and 85%) in promoters bound by different combinations of transcription factors in differentiated keratinocytes. **C.** RNAP binding percentiles (15%, 50% and 85%) in promoters induced by differentiation and bound by different combinations of transcription factors. Numbers over the bars represent t-test values. Dotted lines are RNAP binding thresholds.

### Gene Promoters that are Methylated and bound by C/EBPβ are Preferentially Induced by Differentiation

It was shown that DNA methylation is important for activation of some tissue specific genes involved in keratinocytes differentiation [45]. C/EBPβ and c-Jun can bind methylated CREB binding site, although CREB can not [45]. Thus, the DNA methylation status of the promoters may affect their activation through the combinatorial recruitment of CREB, c-Jun and C/EBPβ. Indeed, C/EBPβ and c-Jun preferentially bind methylated promoters (Figure 5A). Fraction of methylated promoters was 54% for c-Jun and C/EBPβ and less than 14% for promoters where CREB is bound (Table S1).

**Figure 5:**
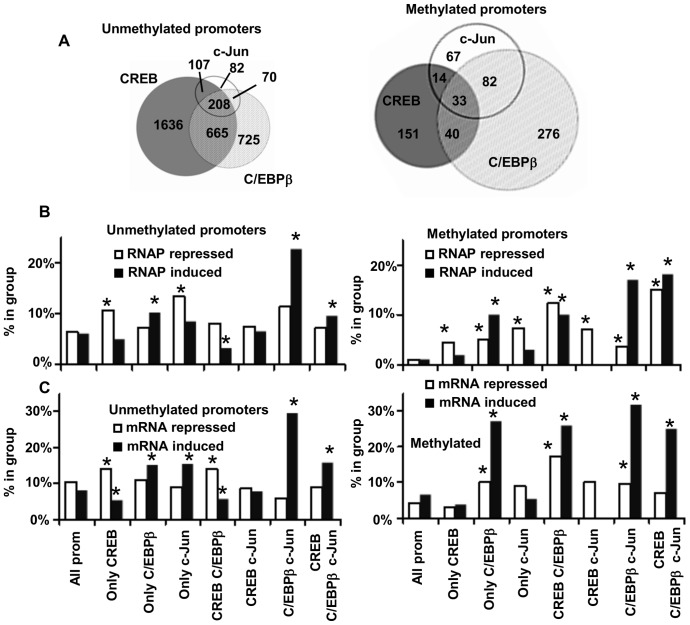
C/EBPβ preferentially binds to methylated promoters and methylated promoters bound by C/EBPβ are preferentially induced by differentiation. **A.** Euler diagrams of methylated and unmethylated promoters bound by different combination of transcription factors show that CREB binding is depleted on methylated promoters while C/EBPβ and c-Jun binding is overrepresented. **B.** Percent of promoters with RNAP is induced or repressed by differentiation in promoters bound by different combinations of transcription factors in differentiated keratinocytes for unmethylated (left) and methylated promoters (right). **C.** Percent of genes with mRNA is induced or repressed by differentiation in promoters bound by different combinations of transcription factors in differentiated keratinocytes for unmethylated (left) and methylated promoters (right). * - numbers are significantly different from expected, (p<0.05).

Similar to what is observed for all promoters, unmethylated promoters containing C/EBPβ and c-Jun are mostly induced by differentiation while those that are also bound by CREB are not (Figure 5B). The fraction of genes for which mRNA is induced by differentiation is higher for methylated in comparison to unmethylated promoters bound by C/EBPβ. 30% of methylated promoters compared to 10% for unmethylated that are bound by both CREB and C/EBPβ are induced by differentiation. (Figures 5B, 5C right panels). Similar to what is observed for promoters induced by differentiation and bound by CREB, c-Jun and C/EBPβ (Figure 3), methylated promoters have relatively low CREB binding (Figure S6). 

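5-azacytidine is built into DNA and RNA in place of cytidine and traps DNA methyltransferases. It was given at 1 µM, 6 hours after seeding according to the paper and after 1 day in culture according to the sample labels. The 2 arrays of keratinocytes differentiated with 5-AZA are compared here with the 4 arrays of keratinocytes differentiated without it, which also serve as controls for A-C/EBP. RMA values were used as deposited and tested with the other arrays in the fit described for differentiation, and the same threshold of 0.5 on the log2 scale was used for counts, since the paper's text names none for 5-AZA. The 5-AZA replicates correlated at r = 0.990 across genes, and 1628 genes differed by more than 0.5 between them. Each lay closer to a control than to the other. 5-AZA replicate 1 correlated with differentiated replicate 4 at r = 0.9945 (619 genes apart). 5-AZA replicate 2 correlated with differentiated replicate 3 at r = 0.992 (1104 genes apart). The spread between the 5-AZA arrays was thus larger than their distance from these controls. 5-AZA replicate 2 had the highest mean of the polyA spike probe sets (9.28, against 6.82 to 7.89 in the other arrays) and the largest difference between the 3' and 5' probe sets of actin (0.684).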

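With 5-AZA, differentiated keratinocytes had higher mRNA levels of Mybl2 and of the germline gene Rhox5 and lower levels of involucrin (Ivl) and the cholesterol hydroxylase Ch25h. Mybl2, a transcription factor of cell cycle genes, rose by 2.03 on the log2 scale (standard error 0.17, adjusted p = 0.00607, n = 2 against 4 arrays). Rhox5, a homeobox gene of the germline, rose by 1.18 (standard error 0.17, adjusted p = 0.0324), the only 1 of 32 measured germline and methylation-silenced genes to pass (1 rose adjusted over the list alone; camera adjusted p = 0.169), from 4.23 to 4.69 in the controls, below the median probe set of each array. Ivl, a component of the cornified envelope, fell by 1.38 (standard error 0.17, adjusted p = 0.024) and Ch25h by 2.04 (standard error 0.28, adjusted p = 0.0305). Fgfbp1, which binds fibroblast growth factors, fell by 1.53 (standard error 0.16, adjusted p = 0.00941) and Il18r1, a chain of the interleukin 18 receptor, by 1.68 (standard error 0.16, adjusted p = 0.00821).
No gene of cholesterol synthesis passed the test over all genes, but 12 of 20 were lower adjusted over the list alone, and all 20 had a log2 fold change below 0. The median was −0.45 (camera adjusted p = 1.66e-20, and adjusted p = 0.319 with an estimated correlation). Of 46 genes of the cornified envelope and late differentiation, 1 fell, none rose and 45 did not pass (6 fell and 1 rose adjusted over the list alone), with a median of −0.28 (camera adjusted p = 3.99e-06, and adjusted p = 0.616 with an estimated correlation). The mean level of this list was 8.41 in 5-AZA replicate 1 and 9.25 in replicate 2, and without replicate 1 its median was 0.06 (adjusted p = 0.643). None of 39 genes of S phase and mitosis passed (none adjusted over the list alone), and their median was −0.26 (camera adjusted p = 6.28e-07, and adjusted p = 0.616 with an estimated correlation; adjusted p = 0.166 and a median of −0.03 without 5-AZA replicate 2, adjusted p = 0.644 and a median of −0.01 with differentiated arrays 3 and 4 only). The mean level of the S phase and mitosis list was 6.21 and 5.71 in 5-AZA replicates 1 and 2 and 6.42, 6.57, 5.71 and 6.26 in differentiated replicates 1 to 4. Markers of other cell types lay higher, with medians of 0.33 for 21 fibroblast markers (camera adjusted p = 0.00118) and 0.28 for 11 melanocyte markers (camera adjusted p = 0.000348), none of which passed singly or adjusted over the list alone, and adjusted p = 0.616 for both with an estimated correlation. The melanocyte list no longer passed with differentiated arrays 1 and 2 only (0.18, adjusted p = 0.127) or with a block for the replicate number. The fibroblast list no longer passed without differentiated replicate 3 (0.31, adjusted p = 0.0715) or 5-AZA replicate 1 (0.17, adjusted p = 0.503).
In all, 31 genes rose and 21 fell at a limma adjusted p under 0.05, of 1655 with an unadjusted p under 0.05, while 344 genes were higher and 380 lower by more than 0.5 on the log2 scale (649 and 885 without 5-AZA replicate 1, and 530 higher without replicate 2). With differentiated arrays 3 and 4 only, 0 genes rose and 0 fell, and without either undifferentiated array 19 rose and 12 fell. With a block for the replicate number, 213 genes rose and 185 fell. Fold changes with this block rest on differentiated arrays 1 and 2, while 5-AZA replicates 1 and 2 correlated best with differentiated arrays 4 and 3. The 8 largest rises among genes that passed without this block, and whose arrays did not overlap, were those of Mybl2, Rpl39l (1.95), Tgfb3 (1.90), Gm9222 (1.86), Tcfl5 (1.82), Wfdc18 (1.58), Scgb2b27 (1.41) and Gpx2 (1.32). The 8 largest falls were those of Ch25h, Abcg2 (−1.92), Sema3c (−1.82), Upk3bl (−1.77), Srgn (−1.69), Il18r1, Smpdl3b (−1.61) and Fgfbp1. Srgn was at 4.25 and 4.39 with 5-AZA, also below the median probe set of each array, which limits its fold. Scgb2b27 (4.37 and 4.52) lay below that of differentiated replicates 1 and 2 (4.68 and 4.64), which limits its fold and rank as well. At limma's threshold in both comparisons, 12 genes rose upon differentiation and fell with 5-AZA, among them Ivl, Il18r1, Srgn and Upk3bl. Both comparisons use the same differentiated arrays with opposite sign, which by itself favours such an overlap. Of 100 simulated draws without effects, none gave such a gene. Those draws called on average 0.02 genes that fell with 5-AZA, so they are no comparison for the 12 genes. Effects drawn independently over genes gave 70.8 among 599 that fell, far more calls than here. Of the 18 named genes that passed, only Mybl2 did so without 5-AZA replicate 2, where 1 gene rose and 1 fell, and 14 calls ended without 5-AZA replicate 1 (7 genes rose and 9 fell), 14 without differentiated replicate 1 (5 rose and 2 fell), 12 without differentiated replicate 2 (7 rose and 3 fell) and 12 without differentiated replicate 4 (11 rose and 4 fell). Without each of these 5 arrays in turn, 10 genes missed the adjusted threshold while their log2 fold changes kept their sign, namely Ivl (−1.40 to −1.29), Rhox5 (0.90 to 1.45), Ch25h (−2.27 to −1.81), Rpl39l (1.80 to 2.08), Tgfb3 (1.43 to 2.37), Scgb2b27 (1.28 to 1.54), Abcg2 (−2.35 to −1.49), Sema3c (−2.15 to −1.48), Upk3bl (−1.85 to −1.64) and Smpdl3b (−1.73 to −1.48). Without 5-AZA replicate 2, Fgfbp1 was at −1.41, Il18r1 at −1.51, Ivl at −1.35, Ch25h at −2.27 and Rhox5 at 1.45.

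**Figure D4:**
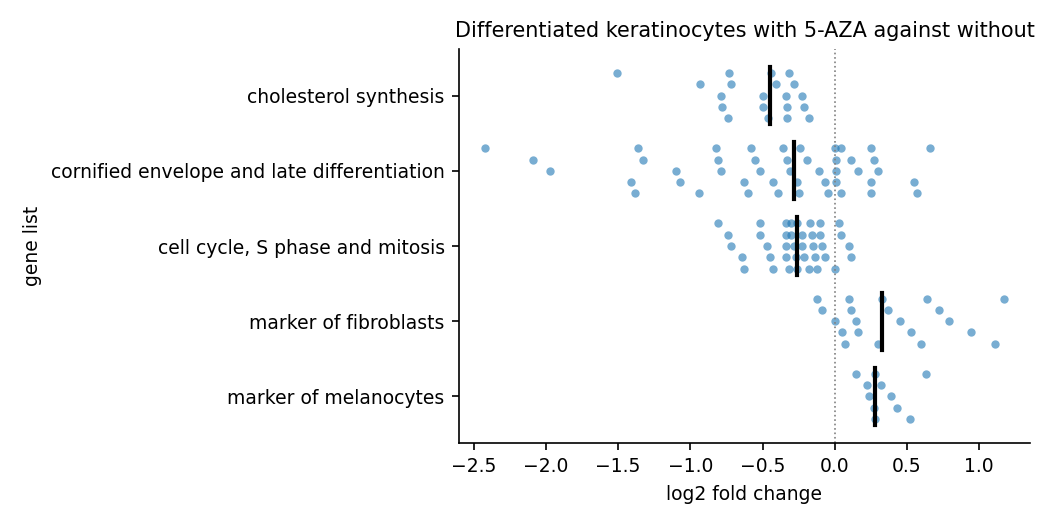
Log2 fold change of each measured member (points) and the median (bar) of 5 gene lists in differentiated keratinocytes with 5-AZA against without. All 20 genes of cholesterol synthesis lie below 0, and all 11 melanocyte markers above it.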

To address functionality of DNA methylation in gene activation upon differentiation, we treated cells with DNA demethylation agent 5-azacytidine (5-AZA) and measured mRNA levels in treated v.s. untreated cells in differentiating keratinocytes. 5-AZA preferentially represses genes whose promoters are bound by C/EBPβ and/or c-Jun but not CREB (Figure S7). Notably, among genes repressed by 5-AZA, bound by C/EBPβ and inhibited by A-C/EBP are markers of keratinocyte differentiation desmocolline and small proline rich protein like 9.

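Desmocollins are cadherins of desmosomes, and mice have the genes Dsc1, Dsc2 and Dsc3, of which the paper's text does not name 1. With 5-AZA, Dsc1 was at 7.83 ± 0.27 (SD, n = 2) on the log2 scale, against 9.10 ± 0.20 (SD, n = 4) in differentiated controls, a log2 fold change of −1.27 (standard error 0.37, adjusted p = 0.293). With A-C/EBP it was at 7.99 ± 0.86 (SD, n = 2), a log2 fold change of −1.11 (standard error 0.37, adjusted p = 0.201). Dsc2 had log2 fold changes of −0.56 with 5-AZA (standard error 0.18, adjusted p = 0.359) and −0.21 with A-C/EBP (standard error 0.18, adjusted p = 0.741), and Dsc3 −0.43 (standard error 0.21, adjusted p = 0.605) and −0.20 (standard error 0.21, adjusted p = 0.80). Small proline rich protein like 9 is a synonym of Lce1h, a late cornified envelope gene whose probe set can match transcripts of related genes. Lce1h was at 10.92 ± 0.59 (SD, n = 2) with 5-AZA, 11.28 ± 0.20 (SD, n = 2) with A-C/EBP and 11.99 ± 0.17 (SD, n = 4) in differentiated controls. Its log2 fold changes were −1.07 with 5-AZA (standard error 0.23, adjusted p = 0.139) and −0.71 with A-C/EBP (standard error 0.23, adjusted p = 0.188). None of these 8 changes passed in the limma fit described for differentiation. Dsc1 passed with 5-AZA (adjusted p = 0.0396) with only the 2 conditions in the fit. Lce1h passed with 5-AZA (adjusted p = 0.0155) and with A-C/EBP (adjusted p = 0.033) with a block for the replicate number. What that number marks is not stated. Numbers 3 and 4 occur only among the differentiated arrays, so fold changes with the block rest on differentiated arrays 1 and 2. Across genes, 5-AZA arrays 1 and 2 correlated best with differentiated arrays 4 and 3 (r = 0.9945 and 0.992). The block thus does not pair the 5-AZA arrays with their closest controls. Dsc1 and Lce1h lay below −0.5 with both treatments and Dsc2 with 5-AZA. Upon differentiation itself, Lce1h rose by 1.48 (standard error 0.23, adjusted p = 0.00194) and Dsc2 by 0.82 (standard error 0.18, adjusted p = 0.0128), Dsc3 fell by 0.88 (standard error 0.21, adjusted p = 0.0181), and Dsc1 had a log2 fold change of 0.12 (standard error 0.37, adjusted p = 0.923). The call of Dsc2 ended without either undifferentiated array (0.83 without replicate 1 and 0.80 without replicate 2) and that of Dsc3 without undifferentiated replicate 2 (−0.67). Of all genes, 99 were lower by more than 0.5 with both A-C/EBP and 5-AZA, where 11.5 would be shared by independent lists of 552 and 380 genes, 15.2 were shared by the smaller lists (85.2 and 84.5 genes) of groups simulated with no effect, where the controls are shared, and 82 to 100 when the differentiated controls were split between the treatments. At limma's threshold, P2rx2 and St8sia6, named after their values were seen, fell with both treatments.

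**Figure D5:**
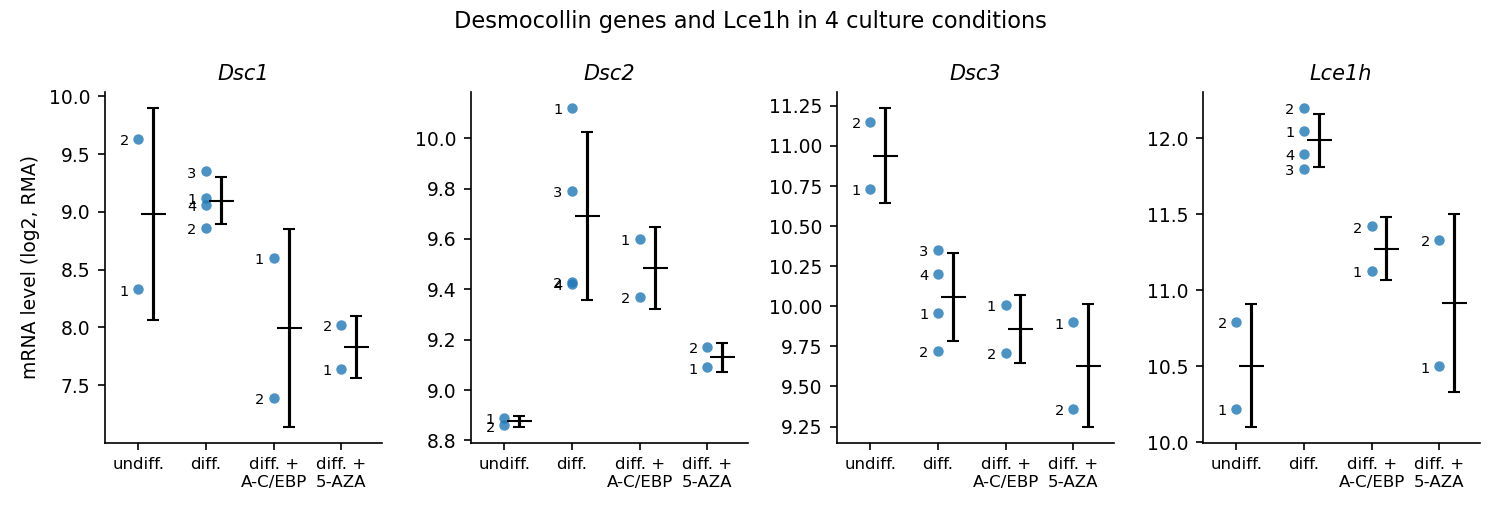
mRNA level (log2, RMA) of Dsc1, Dsc2, Dsc3 and Lce1h in each array of undifferentiated keratinocytes (n = 2), differentiated keratinocytes (n = 4) and keratinocytes differentiated with A-C/EBP or 5-AZA (n = 2 each), with the mean and SD beside the points. Lce1h lies lower in both treated groups than in the differentiated controls, whose mean is 11.99.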

### Consensus and Composite Motifs Containing Two Parts of Consensus Motifs are Enriched in the Groups of Promoters bound by Different Combinations of Transcription Factors

The presence of specific DNA sequences which bind transcription factors is the major mechanism of transcription factor recruitment to the promoters. We hypothesized that specific combinations of DNA binding motifs recruit corresponding combinations of CREB, c-Jun and C/EBPβ. To identify these combinations we calculated motifs overrepresented in sets of promoters bound by transcription factors alone and in different combinations. First, we used all promoters as a background and report the top two enriched motifs in Figure 6A (top seven rows). We found that the most enriched motifs correspond to the known consensus DNA binding sequences. The first DNA binding motif identified for CREB-only was ETS-CREB composite motif, also described in [46]. The second DNA binding motif identified for CREB was ACTACAnnTCCCA and represents a composite ZFP143-RBPJ binding site [47]. For promoters bound by c-Jun and C/EBPβ we found AP1 (TGACTCA) and C/EBPβ (TTGCGCAA ) consensus sequences. For promoters bound by combination of CREB and C/EBPβ we found ACTACAnnTCCCA and CCAAT box. For promoters bound by CREB and c-Jun, CREB (TGACGTCA) and c-Jun (TGAC/G TCA) binding motifs were found. For promoters bound by c-Jun and C/EBPβ we identified new sequence CCCACCATGCTTTGGTCA containing half C/EBP (TTTG) and half c-Jun (GTCA) binding site. And, for promoters bound by all three proteins we found c-Jun and CREB binding sites.

**Figure 6:**
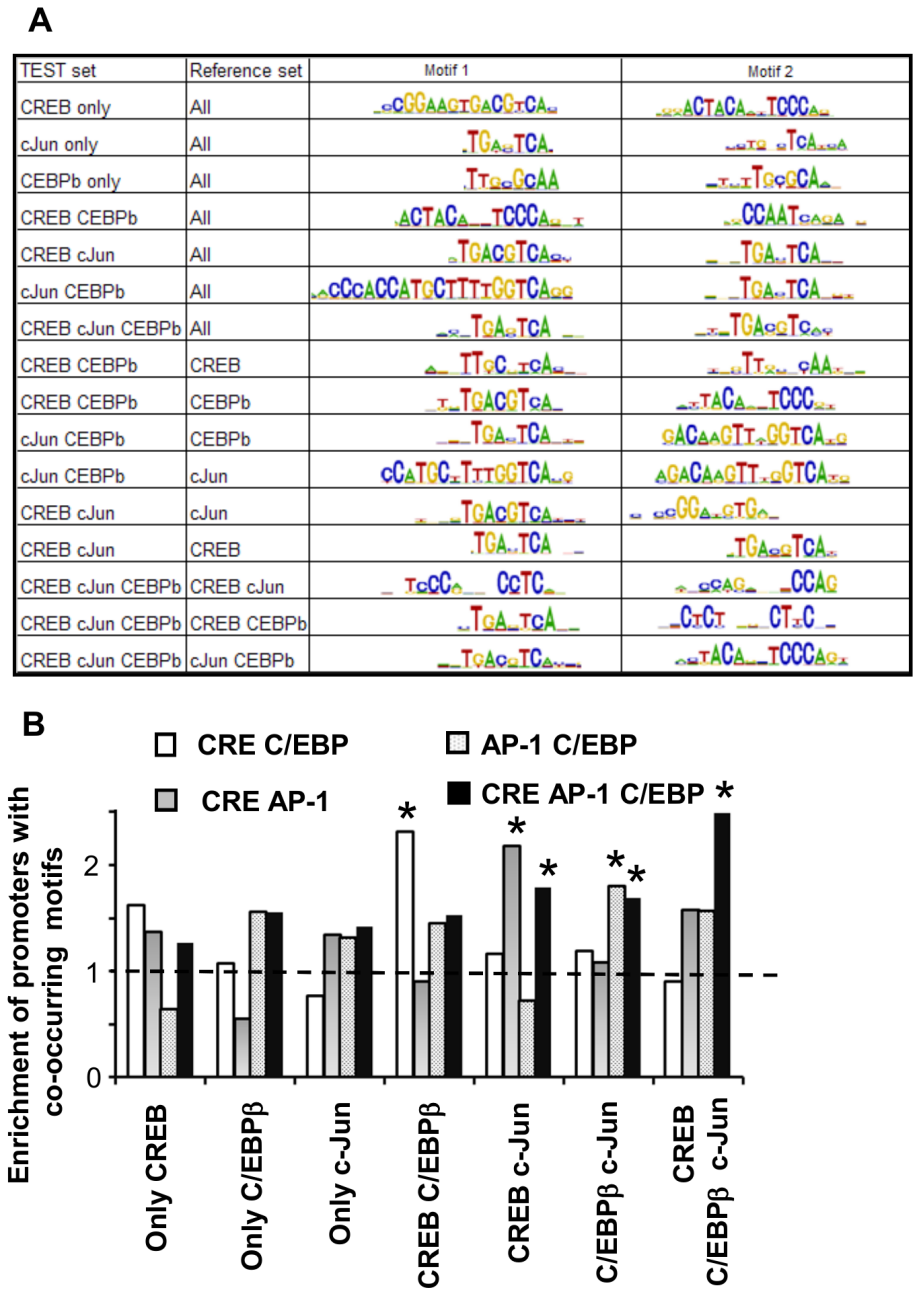
Combinations of consensus motifs and composite motifs are enriched in the groups of promoters bound by different combinations of transcription factors. **A.** Top DNA motifs mostly enriched in test sets v.s. background sets of promoters in the −500 bp…0 bp relative to the transcription start site. Motifs are sorted by enrichment and statistical confidence level using CisFinder. For CREB, c-Jun C/EBPβ set cJun and C/EBPβ bound promoters were used as a background. **B.** Enrichment of promoters containing only two or three transcription factors consensus binding motifs in groups of promoters bound by different combination of transcription factors in undifferentiated keratinocytes. Consensus motifs for CREB (CRE) - TGACGTCA, C/EBPβ - (C/EBP) TTGCGCAA and for c-Jun (AP-1) TGA(C/G)TCA. Note that promoters containing combination of motifs are overrepresented in the groups of promoters bound by corresponding transcription factor. * - numbers are different from expected (p<0.05).

CREB, c-Jun and C/EBPβ can bind promoters via separate binding sites; compete for the same DNA binding motifs or bind DNA as heterodimers. In improve identification of motifs that can recruit two transcription factors, we used as a background promoters bound by one transcription factor (CREB or c-Jun or C/EBPβ, lines 8–13) and calculated motifs enriched in promoters bound by combination of two transcription factors. This analysis identified composite motif containing half C/EBP and half CRE site and C/EBP consensus site for promoters bound by C/EBPβ and CREB relative to CREB. Inversely, when promoters bound by C/EBPβ were used as a background for the same test site we identified CREB binding site and CTACANNTCCC sequence. Likewise, the same calculation performed for the promoters bound by c-Jun and C/EBPβ identified TRE site relative to the C/EBPβ set. Interestingly second identified motif (GACAAGTTAGGTCA) was the same when promoters bound by C/EBP or c-Jun were used as a background. The same motif was identified for c-Jun and C/EBPβ bound promoters relatively to c-Jun. Motifs enriched in CREB –c-Jun bound promoters relative to c-Jun or CREB represent known binding motifs for corresponding transcription factors. The same calculations performed for combination of three transcription factors identified consensus motifs for c-Jun and CREB and TCCCANNNCCTC for C/EBPβ.

### Consensus DNA Binding Motifs are Preferentially Colocalize in Promoters bound by Combinations of Corresponding Transcription Factors

Data in Figure 6A suggest that consensus and combination of consensus motifs for transcription factors are enriched in the groups of promoters bound by combination of corresponding transcription factors. We asked if consensus motifs co-occur in the same promoters. Consensus motifs for CREB (CRE) TGACGTCA, C/EBPβ TTGCGCAA and c-Jun (TRE) TGA(C/G)TCA were used. We found that promoters containing combinations of consensus DNA binding motifs are overrepresented in the promoters bound by corresponding combinations of transcription factors (Figure 6B).

This analysis suggests that combinatorial sited and combination of consensus transcription factor binding sites lead to specific combinatorial recruitment of transcription factors and determine functionality of promoters.

## Discussion

Our results suggest that during keratinocyte differentiation, the activation of gene expression is regulated by promoter-specific combinations of CREB, c-Jun and C/EBPβ. Specifically, C/EBPβ binding is induced upon differentiation and promoters bound by C/EBPβ, either alone or in combination with c-Jun with no or low CREB binding are preferentially induced by differentiation. Colocalization of c-Jun and C/EBPβ with CREB on the promoter corresponds to a high probability of RNAP recruitment in differentiated or proliferating keratinocytes. Moreover, relatively large fraction of genes where CREB is bound to promoters alone or in combination with C/EBPβ has higher expression in proliferating compared to differentiated keratinocytes.

Dominant negatives A-C/EBP and A-Fos inhibited expression of genes whose promoters are not bound by CREB. The role of C/EBPs and AP-1 in keratinocytes differentiation and proliferation is well established [2], [5]–[8], [22], [25]. Our data confirmed our initial hypothesis that C/EBPβ and c-Jun regulate keratinocyte differentiation when they do not colocalize with CREB. The fact that promoters bound by combination of C/EBPβ and c-Jun are preferentially induced by differentiation is new and was not expected. This data also suggest that CREB works as a dominant transcription factor both in inducing gene expression and preventing it from being affected by other transcription factors. The existence of small group of promoters that are bound by CREB but not RNAP suggests that some regulatory mechanisms prevent them from being activated. CREB is known to bind the same set of promoters in different cell types suggesting that it is involved in housekeeepig cell functions [35]. It is also known to mediate IL-1 induced Fos expression in keratinocytes [48], stimulate transcription of gluconeogenic genes in liver [49], involved in memory formation [50] as well as other cell type specific functions. Concordantly, our data shows that promoters bound by CREB, c-Jun and C/EBPβ are preferentially induced upon differentiation. Thus, it is the combinatorial recruitment of transcription factors that determines whether a gene is going to be repressed, activated or experience no change in response to specific stimulus.

Our data identified only part of combinatorial logic which regulates genes expression during keratinocytes differentiation. Existence of promoters bound by the same combination of transcription factors and either induced or repressed by differentiation suggest that other factors (besides CREB identified in this study) bound to promoters together with C/EBPβ and c-Jun will determine if specific gene is ultimately induced, repressed or do not change upon differentiation. Many other transcription factor are involved in keratinocytes differentiation [1], [2], [3], [4] and, it would be interesting to identify whether they are functioning on the same promoters cooperatively activated by C/EBPβ and c-Jun.

Notably, analysis of combinatorial recruitment of CREB, c Jun and C/EBPα generated similar results (Figure S8 and Table S1).

Presence of specific DNA sequences in the promoter determines recruitment of corresponding transcription factors for regulation of gene expression. CREB, c-Jun and C/EBPβ can compete for the same binding sites or bind simultaneously at different sequences. c-Jun, C/EBPβ and CREB bind to TGACTCA, TTGCGCAA and TGACGTCA consensus sequences respectively. CREB and c-Jun can bind the same TGACGTCA [13], [35], [51] sequence and C/EBPα - c-Jun heterodimer binds TTGCGTCAT sequence [30], whose core element, CGTCA, also can be bound by CREB [28], [29], [35]. DNA methylation can regulate differential binding of transcription factors. For example, methylation of CRE inhibits binding of CREB but promotes binding of C/EBPβ and C/EBPα and does not influence c-Jun binding [45]. Data presented in this paper suggest that combinatorial recruitment of transcription factors induces activation of genes during differentiation in a different manner for methylated compared to unmethylated promoters. CREB binding to methylated promoters bound by C/EBPβ was low and these promoters were more often induced by differentiation than unmethylated promoters bound by C/EBPβ and CREB.

To understand how sequences of promoters determine preferential recruitment of CREB, c-Jun and C/EBPβ in different combinations, we identified DNA motifs overrepresented in promoters bound by one, two or all three of these transcription factors relative to all promoters or relative to promoters bound by one or two transcription factors. As expected, we found that consensus binding sites are overrepresented in promoters bound by single transcription factor or in groups where corresponding transcription factors co-localize with other transcription factors. As expected, when promoters bound by a particular transcription factor were used as a background, subsets of promoters bound both by this and another transcription factor where enriched in the other transcription factor’s consensus sequence. The composite motif between CREB and C/EBPβ binding motif identified in our analysis was similar to the one reported in [28], [29]. Several studies suggest that CREB and C/EBPβ do not interact but compete for the same sequence [28], [26]. Interestingly, novel long motif CCCACCATGCTTTTGGTCA is identified in promoters bound by C/EBPβ and c-Jun. Similar composite C/EBPβ - c-Jun motif GACAAGTT(T/A)GGTCA is enriched in promoters bound by C/EBPβ and c-Jun relatively either to c-Jun or C/EBPβ bound promoters. This suggests that it is the C/EBPβ/c-Jun protein complex that binds to this motif, similar to what is described in papers [30], [31].

This paper uncovered combinatorial rules of transcription factor recruitment that determine activation of gene expression upon differentiation.

## Methods

### Ethics Statement

All mouse experiments were approved by the Animal Ethics Committee at the National Institutes of Health, under the approved protocol number LM-076. Newborn mice were handled and humanely sacrificed by carboxyl dioxide followed by secondary physical method in accordance with the National Institutes of Health Institutional Guidelines (NCI, NIH, Bethesda, MD, USA).

### Primary Keratinocytes Cultures

Keratinocytes were cultured as describe in [52] from new-born wild type FVB mice or from mice expressing A-C/EBP or A-Fos dominant negatives of C/EBP’s or AP-1 in keratinocytes under the control of tetracycline inducible repressor [10], [17]. Primary keratinocytes were seeded at a density of one mouse epidermis per 10 cm dish or equivalent in calcium and magnesium free S-MEM (GIBCO Laboratories, Grand Island, N.Y), supplemented with 8% Chelex (Bio-Rad, Richmond, CA) treated FBS (Atlanta Biologicals, Inc) and 0.2 mM calcium (CaCl_2_). After 24 hours, cultures were washed twice with PBS and switched to medium with 0.05 mM calcium (low calcium). At the same time doxycyclin added to the media of A-C/EBP or A-Fos cultures was removed to induce expression of A-C/EBP or A-Fos. 24 hours later, cultures were switched to the same medium with 0.4 mM calcium (Hi calcium) for two days to induce differentiation or maintained in parallel as undifferentiated keratinocytes in the low calcium medium. For demethylation experiments, 5-azacytidine (5-aza) was added 6 hr after seeding to the culture medium to a final concentration of 1 µM. Cell culture medium was replaced every day.

### Chromatin Immunoprecipitation (ChIP)

ChIP experiments were performed following the protocol from Farnham’s group (http://farnham.genomecenter.ucdavis.edu/protocol.html). Primary cultured cells were chemically cross-linked by adding 0.6% formaldehyde (Sigma) directly to the medium. Cells were allowed to cross-link for 10 minutes with gentle swirling at room temperature. The cross-linking reaction was stopped by adding 125 mM glycine and dishes were swirled for 5 minutes at room temperature. Cells were washed twice with ice-cold PBS and harvested in ice-cold PBS containing protease (Complete mini, Roche) and phosphatase inhibitors (1 mM NaF, 1 mM Na_3_VO_4_). Cells were pelleted by centrifugation at 4°C for 5 minutes at 300 g. Cells where incubates in cell lysis buffer (5 mM PIPES pH 8.0 85 mM KCL 0.5% NP40 1 mM NF 1 mM NaVa Roche protease inhibitors cocktail) and resuspended in nuclear lysis buffer (50 mM Tris-Cl pH 8.1 10 mM EDTA, 1% SDS proteases and phosphates inhibitors as above) and sonicated to average size of 500 bp. After centrifugation supernatant was diluted 3 times by dilution buffer (0.01% SDS, 1.1% Trition×100, 1.2 mM EDTA, 16.7 mM Tris-Cl pH 8.1, 167 mM NaCl). 300 l of sonicated chromatin preparation with protein concentration 1–2 µg/µl (determined using BCA, PIERCE) was incubated overnight with antibodies. ChIP was performed using antibodies against RNA pol II (RNAP) (20 µg/ml final, Covance, 8WG16) that recognizes the unphosphorylated form of RNAP, CREB (2 µg/ml of the each antibody from Santa Cruz (sc-186) and Upstate (06–863)), H3K9 acetyl from Upstate 06–942, c-Jun from Santa Cruz (10 ug/ml, sc-1694) and C/EBPβ from Santa Cruz (10 µg/ml, sc-150). A fraction of lysate was left untreated to serve as an input control. Immunocomplexes were captured using protein G agarose beads (Invitrogen) blocked with 1 g/l yeast tRNA and BSA (Sigma) and washed twice with the buffer containing 2 mM EDTA, 100 mM Tris-Cl pH 8.0 and 0.18% Sarkosyl, and four times with the Chip wash buffer (100 mM Tris-Cl pH 8.5, 500 mM LiCl, 1% NP40, 1% deoxycholic acid) and two times with TE. After incubating with RNAse A and Proteinase K, DNA was eluted using QIAquick PCR Purification Kit. From 1–2×10^6^ primary keratinocytes for RNAP, CREB, and C/EBPβ, 0.5–2 ng of DNA were typically immunoprecipitated. DNA quantification was performed using Picogreen DNA quantification kit (Invitrogen, USA). PCR was performed using RedMix Tag polymerase (Sigma).

### ChIP DNA Amplification and Hybridization

Primers conjugated with Cy3 or Cy5 (Sigma Genosys, USA) were used for the amplification of the input or immunoprecipitated DNA using round A/B/C random amplification protocol: http://research.stowers-institute.org/gertonlab/protocols/RandomPCRamplification.pdf. Only one round of amplification was used. After amplification 5–6 µg of ChIP or control DNA was purified using PCR Purification Kit (Qiagen), isopropanol precipitated, and vacuum dried for 5 minutes. DNA was dissolved in 3 µl water, mixed with Component A and Hybridization buffer (Nimblegen) according to manufacturer’s instructions. Amplified ChIP DNA was hybridized overnight to Nimblegen MM5 min Mouse promoter microarrays containing 400,000 oligos interrogating 26,264 promoters in MAUI hybridization station (BioMicro Systems) and washed according to manufacturer instruction. Arrays were dried by centrifugation and scanned using Axon 4000 B scanner. Images were processed with NimbleScan (Nimblegen) using default settings.

### Calculation of Transcription Factors DNA Binding

Nimblegen MM5 min promoter arrays contain probes for 26,264 promoter regions spanning approximately −1000 bp…+500 bp relative to the transcription start site. We limited our data analysis to 20,328 promoters. We excluded promoters that are located on the X or Y chromosomes, 3,940 promoters were further eliminated that either had unsequenced DNA segments larger than 150 bp or which contained large regions of DNA sequence (≥150 bp) which were identical to regions in 10 or more of other promoters. Binding of given transcription factor was defined as an average enrichment of ChIP DNA over input DNA for the whole −1000…+500 promoter region. Binding from individual replicates were averaged. Promoters were defined as bound by several transcription factors if binding of these factors were higher than specific thresholds. Values of thresholds for calculation of transcription factor DNA binding in Ln2: CREB - 0.4, C/EBPβ-0.4, C/EBPα-0.36 c-Jun-0.36, RNAP-0.4. RNAP induction or repression upon differentiation: RNAP Diff>0.4 and RNAP Diff- RNAP Undiff>0.3. H3K9 acetylation induction or repression upon differentiation: H3K9Ac Diff>0.4 and H3K9Ac Diff- H3K9Ac Undiff>0.36.

### Analysis of DNA Methylation

MeDIP experiments were described in Rishi [45].

### Affymetrix Gene Expression Profiling

mRNA expression profiling with Affymetrix microarrays (Mouse genome 430 2.0 array) was performed by NCI microarray core facility (Frederick). We compared the mRNA expression levels of genes determined using mRNA expression arrays to the binding of proteins to the promoters regions of those genes, determined by ChIP-chip data collected using Nimblegen promoter chips. Using GenBank Accessions, Gene Symbols, UniGene Clusters and UniGene IDs the mRNA expression data was mapped to the same promoter set as the ChIP-chip data. Genes in the expression data which shared a common identifier with promoters in the ChIP-chip data were assigned to their matching promoters in the ChIP-chip set. When multiple data points from the mRNA expression data were all mapped to the same promoter in the ChIP-chip data, the average of these points was assigned to that promoter. 17,930 of the 20,328 promoters used in our ChIP-chip analysis were successfully assigned mRNA expression values. Threshold for mRNA changes upon differentiation – more than 1.4 or 0.5 in Ln2 scale.

### DNA Motif Analysis

DNA Motif analysis was performed using CisFinder http://lgsun.grc.nia.nih.gov/CisFinder/ [53]. For calculation of motifs colocalization, number of motifs colocalizing in groups of promoters bound by different combinations of CREB, C/EBPβ and c-Jun was normalized to number of colocalizing motifs in all promoters.

### Statistical Analysis

Excel “Chitest” function was used to calculate significance of observed values from expected ones based on the total number of events. Excel two tailed “Ttest” function was used to determine whether two samples are likely to have come from the same two underlying populations that have the same mean.

### GEO Accession Number

GSE48383.

## Supporting Information

Figure S1 **Promoters induced by differentiation are overrepresented in the group of C/EBPβ bound and promoters with increase of C/EBPβ binding upon differentiation. A.** Scatterplotts of transcription factors and RNAP before and after differentiation show that binding do not change for majority of promoters with the highest scatter for RNAP and overall increase of C/EBPβ binding. **B.** Scatterplotts of changes in RNAP v.s. transcription factors upon differentiation show that promoters induced by differentiation are overrepresented in group of promoters with induced C/EBPβ binding. **C.** Scatterplotts of changes in RNAP upon differentiation v.s. binding of transcription factors in differentiated keratinocytes show that promoters induced by differentiation are overrepresented in group of promoters bound by C/EBPβ. **D.** Efficiency of c-Jun immunoprecipitation was about 100%: 5% of input cell lyzat and 20% of c-Jun Chip material was resolved by SDS-PAGE transferred to membrane and probed with c-Jun antibody.
(TIF) Click here for additional data file.

Figure S2 **Colocalization of c-Jun and C/EBPβ with CREB determine levels of mRNA induction upon differentiation. A.** Inductionof RNAP binding (15%, 50%, 85% percentiles) in differentiated compared to undifferentiated keratinocytes for promoters where RNAP is induced by differentiation and bound by different combination of transcription factors. **B.** Increase of mRNA levels (15%, 50%, 85% percentiles) in differentiated compared to undifferentiated keratinocytes for genes whose mRNA is induced by differentiation and promoters are bound by different combination of transcription factors. Numbers represent t-test values. Dotted lines represent thresholds for induction.
(TIF) Click here for additional data file.

Figure S3 **H3K9 acetylation is preferentially induced by differentiation when promoters are bound by combination of C/EBPβ and c-Jun. A.** Scatterplot of RNAP binding versus H3K9 acetylation in differentiated keratinocytes. **B.** Changes of RNAP binding upon differentiation correlates with changes in H3K9 acetylation. **C.** Fraction of promoters bound by different combinations of transcription factors in differentiated keratinocytes where H3K9 acetylation is reduced (white bars) or induced upon differentiation (black bars). * - numbers are different from expected (p<0.05). **D.** Induction of H3K9 acetylation (15%, 50%, 85% percentiles) for promoters where H3K9 acetylation is induced and bound by different combinations of transcription factors in differentiated keratinocytes. Numbers represent t-test values. Dotted line represents threshold for induction.
(TIF) Click here for additional data file.

Figure S4 **Examples of binding patterns of RNAP, CREB, C/EBPβ and c-Jun across promoter regions of selected promoters that are induced or not induced by differentiation.** Claudin4 promoter induced by differentiation, not bound by CREB and bound by C/EBPβ and c-Jun, Small proline rich protein 1A promoter induced by differentiation, not bound by CREB (CREB average binding 0.36, just under threshold 0.4) and bound by C/EBPβ and c-Jun, DNAse1-like3 induced by differentiation and bound by C/EBPβ, c-Jun with low CREB binding, Rsp19 - ribosomal protein 19 promoter not induced by differentiation, bound by C/EBPβ and c-Jun with strong CREB binding. Arrows on top are directions of transcription started from transcriptional start site.
(TIF) Click here for additional data file.

Figure S5 **Colocalization of C/EBPβ and c-Jun with CREB is associated with high probability of RNAP binding in undifferentiated keratinocytes.** RNAP binding percentiles (15%, 50% and 85%) for promoters bound by different combinations of transcription factors in undifferentiated keratinocytes.
(TIF) Click here for additional data file.

Figure S6 **CREB binding is relatively low when promoters are methylated while C/EBPβ biding to methylated or unmethylated promoters is the same.** Promoters bound by different combination of transcription factors are shown.
(TIF) Click here for additional data file.

Figure S7 **Genes with promoters bound by C/EBPβ and c-Jun are preferentially repressed by 5-azacytozine.** Percent of genes which mRNA is repressed (white bars) or induced (black bars) by DNA demethylation agent 5-azacytidine in groups of promoters bound by different combinations of transcription factors in differentiated keratinocytes. * - significant difference p<0.05.
(TIF) Click here for additional data file.

Figure S8 **Combinatorial recruitment of CREB, C/EBPα and c-Jun determines activation of promoters in keratinocyte differentiation. A.** Scatterplot of C/EBPα binding v.s. C/EBPβ binding show that C/EBOa was detected on a subset of promoters bound by C/EBPβ. **B.** RNAP binding percentiles (15%, 50% and 85%) in promoters bound by different combinations of CREB, C/EBPα and c-Jun. **C.** Fraction of promoters bound by different combination of transcription factors in differentiated keratinocytes where RNAP binding is repressed (white bars) or induced by differentiation (black bars). **D.** Fraction of genes with mRNA levels induced or repressed by differentiation more than 1.4 times in groups of promoters bound by different combinations of transcription factors. * - values are different from expected (p<0.05). ). **E.** Fraction of genes repressed by A-C/EBP differentiated keratinocytes in groups of promoters bound by different combinations of transcription factors. **F.** Fraction of genes repressed by A-Fos in differentiated keratinocytes in groups of promoters bound by different combinations of transcription factors * - numbers are different from expected (p<0.001).
(TIF) Click here for additional data file.

Table S1 **Numbers and fractions of promoters bound by different combinations of transcription factors and induced or repressed by differentiation.** Reference groups used to calculate fractions in different groups are also presented. Above row 64 is the data for C/EBPβ, CREB and c-Jun and below row 67 is the data for C/EBPα, CREB and c-Jun.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

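Gene expression was measured on Affymetrix mouse expression arrays in 10 samples of primary mouse keratinocytes, namely 2 undifferentiated, 4 differentiated, 2 differentiated with A-C/EBP and 2 differentiated with 5-AZA. According to the submitters' processing notes, the authors made the deposited values with RMA in Affymetrix Expression Console (versions not given), which gives normalized log2 values per probe set. The values were used as deposited, without a second normalization. The A-Fos samples, the chromatin immunoprecipitation and the methylated DNA immunoprecipitation are not analysed here.

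Of 45101 probe sets, 34958 carry 1 gene symbol, 932 several and 9211 none in the annotation used, and 64 are array controls. Probe sets with 1 symbol were averaged per gene, which gave 18194 genes, 9012 of them with more than 1 probe set. Of these probe sets 34754 were matched by gene number to the RefSeq table, which changed 0 symbols.

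The statistics used limma 3.58.1 in R 4.3.3. All 10 arrays entered 1 linear fit with a mean per condition, which left 6 residual degrees of freedom, followed by moderated two-sided t-tests. The contrasts were differentiated minus undifferentiated, A-C/EBP minus differentiated and 5-AZA minus differentiated, and the 4 differentiated arrays serve in all of them. P-values were adjusted by the Benjamini-Hochberg method over the 18194 genes, and a gene is said to rise or fall where the adjusted p is under 0.05. Genes whose means differ by more than 0.5 on the log2 scale were counted as well, without a test.

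Lists of genes were written from general knowledge, before the data were examined like the tests, for the cornified envelope, basal keratinocytes, cell cycle, desmosomes, tight junctions, barrier lipids, cholesterol synthesis, ribosomal proteins, the AP-1, C/EBP and CREB families, epidermal regulators, epidermal inflammation, the interferon response, germline genes, imprinted genes, p53 targets, the integrated stress response, the unfolded protein response, markers of fibroblasts, melanocytes, immune cells, endothelial cells, muscle, adipocytes and hair follicles, and sex-linked transcripts. These 25 lists were tested with camera at a preset correlation of 0.01, adjusted over the lists within a comparison, beside camera with an estimated correlation and fry. Members were also tested with p-values adjusted over the list alone.

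Genes are named in the text by a rule with 3 parts, namely genes the paper names, the 8 largest rises and falls of each comparison among genes that passed and whose arrays do not overlap, and up to 4 members of each list with the smallest adjusted p. Genes named outside it are marked. Which of the members within the last part are named was settled after their values were seen. Arrays did not overlap for 6206 genes in differentiation, 3892 with A-C/EBP and 2982 with 5-AZA (34.1%, 21.4% and 16.4%), where chance gives 13.3%.

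The fit was tested on simulated data of 18194 genes with the means and spreads of the real ones, in which 100 genes were changed by 1 and 100 by 2 on the log2 scale in each comparison. It recovered 96% and 100% in differentiation, 91% and 100% with A-C/EBP and 94% and 100% with 5-AZA, with 13, 16 and 8 false calls. In the real arrays, 38 genes were higher and 75 lower by more than 1 on the log2 scale with 5-AZA. There, 31 genes rose and 21 fell in all at a limma adjusted p under 0.05. The simulated recovery is therefore not shown to hold for the real arrays. Overlaps between comparisons were set against 100 simulated draws with no effect, 100 with effects drawn independently over genes, and the 6 ways of splitting the differentiated arrays.

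The alternatives were median centring, quantile normalization, the brightest probe set per gene, omission of probe sets that match several transcripts, omission of the dimmest 40% of genes, an intensity trend, a block for the replicate number, differentiated arrays 1 and 2 or 3 and 4 only, only the 2 compared conditions in the fit, a minimum fold change beside the p-value, the t-test of the paper's methods with and without adjustment, a threshold of 1 on the log2 scale, calls in place of that threshold, and omission of each array in turn. A fit with the hybridization controls as a covariate was added after the arrays were seen to differ in them.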

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

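The tests of Cldn4 and Sprr1a in differentiated replicate 2 were set before their outcome was known, except for the upper bound and the rule on neighbours described below, and the test of Krt1 and Krt10 was chosen after the result was seen.

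Cldn4 was at 11.66 in differentiated replicate 2 and at 12.78 to 12.88 in the other differentiated arrays, and Sprr1a at 13.57 and 14.31 to 14.33. In that array the level that 1 in 100 probe sets exceeds was 11.88 against 12.07 to 12.10, the next higher percentile examined 13.31 against 13.68 to 13.75, and the maximum 13.67 against 14.45 to 14.48. A compressed upper range of that array may lower both genes, so each was compared with the 200 genes nearest in mean level, of which 0% lay as far below the other arrays as Cldn4 (upper bound 1.83%) and 1.5% as far as Sprr1a (upper bound 4.32%), so this explanation is excluded for Cldn4 by the test as set beforehand. For Sprr1a the test set beforehand would have excluded it too, but none of the neighbours is brighter, and a rule that such a comparison decides nothing was added after the result was seen, so it is left open. A first, wider form of that rule would have left Cldn4 open too, as 24% of its neighbours are brighter, and it was narrowed with that outcome known, so the exclusion for Cldn4 depends on this choice. After quantile normalization, also looked at afterwards, replicate 2 differed by −1 for Cldn4 and by −0.04 for Sprr1a. Cldn4 was also lower in replicate 2 than in replicate 1 of undifferentiated (10.37 and 11.19), A-C/EBP (12.21 and 13.22) and 5-AZA arrays (12.15 and 12.66). Sprr1a was higher there (13.20 and 12.43, 14.51 and 14.42, 14.29 and 14.05). Whether the low Cldn4 value comes from a source shared by arrays of the same number was not tested.

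Krt1 and Krt10 together were at 8.76 in undifferentiated replicate 1, at 10.47 in undifferentiated replicate 2 and at 8.18 to 8.64 in the differentiated arrays, a mean log2 fold change of −1.25. Undifferentiated replicate 2 may have held cells that had begun to differentiate. Without it the mean log2 fold change was −0.40 (standard error 0.35), which lies within 2 standard errors of 0, rests on 1 undifferentiated array and decides neither way. From undifferentiated replicate 1 to 2, cornified envelope genes rose (8.12 to 9.09), while basal (9.02 to 8.70) and cell division genes (8.13 to 7.79) fell, as upon differentiation. Genes of tight junctions (6.79 to 6.67) and cholesterol synthesis (8.07 to 7.92) went the other way. The explanation stays open.

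Among 155 groups of 4 differentiated values examined, 12 had an array standing apart, where about 1 in 20, or 7.75, would by chance. Clca3a2 was at 4.30 in differentiated replicate 4 and 4.04 to 4.08 in the others. Nlrp10 was at 4.59 in differentiated replicate 3 and 5.61 to 5.63 in the others. Srgn was at 5.43 in differentiated replicate 4 and 6.18 to 6.23 in the others. Peg3 was at 7.38 in differentiated replicate 3 and 7.18 to 7.19 in the others. The mean of the barrier lipid genes was 6.89 in differentiated replicate 2 and 6.96 in the others, that of the hair follicle markers 4.58 in differentiated replicate 2 and 4.71 in the others, and that of the melanocyte markers 6.82 in differentiated replicate 4 and 7.14 to 7.21 in the others.

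Some genes of lists the paper does not treat passed the test. Upon differentiation Thy1, a fibroblast marker, rose by 0.88, but not without undifferentiated replicate 1 (1.11) or 2 (0.64) or differentiated replicate 1 (0.87), 3 (0.84) or 4 (0.78). Csf1r, an immune marker, rose by 0.82, the muscle genes Acta1 and Mylpf by 1.82 and 1.17, and the adipocyte gene Cidea by 3.85. The imprinted gene Mest rose by 3.00 with A-C/EBP, and the germline gene Rhox5 by 1.18 with 5-AZA, the latter not without 5-AZA replicate 1 (0.90, adjusted p = 0.126) or 2 (1.45, adjusted p = 0.0611) or differentiated replicate 1 (1.15, adjusted p = 0.1), 2 (1.17, adjusted p = 0.0971) or 4 (1.11, adjusted p = 0.0783).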

How the results depend on the processing

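The fit with hybridization controls as a covariate was chosen after the results were seen. The cause of each change below was not tested.

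For differentiation, 757 genes were higher and 1107 lower with differentiated arrays 1 and 2 only, 376 and 488 by the adjusted t-test of the paper's methods, and 665 to 1452 and 770 to 1670 with 1 array left out, both lowest without undifferentiated replicate 1. At a threshold of 1 on the log2 scale 531 were higher and 483 lower, and 140 and 127 with A-C/EBP and 38 and 75 with 5-AZA.

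For A-C/EBP, 504 genes were higher and 269 lower with a block for the replicate number, 78 and 42 with differentiated arrays 1 and 2 only, 55 and 25 with 3 and 4 only, 1161 and 707 by the unadjusted t-test and 0 and 0 by the adjusted one, where limma calls 271 and 106. With the hybridization controls as a covariate 428 were higher, with quantile normalization 206 lower, and with only the 2 conditions in the fit 67 lower. With 1 array left out, 48 to 269 were higher and 8 to 142 lower, both lowest without A-C/EBP replicate 2, and 429 to 987 lower by more than 0.5.

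For 5-AZA, 13 genes were higher and 11 lower with median centring, 213 and 185 with the block, 7 and 10 with differentiated arrays 1 and 2 only, 0 and 0 with 3 and 4 only, 47 and 33 with the covariate, 14 and 10 with only the 2 conditions, 821 and 385 by the unadjusted t-test and 0 and 0 by the adjusted one, where limma calls 31 and 21. With quantile normalization 34 were lower. With 1 array left out, 1 to 33 were higher and 1 to 24 lower, both lowest without 5-AZA replicate 2, and 258 to 649 were higher and 286 to 885 lower by more than 0.5. With the block, and likewise with differentiated arrays 1 and 2 only, 658 were higher by more than 0.5, and with the block Lce1h passed with 5-AZA (−1.21, adjusted p = 0.0155) and with A-C/EBP (−0.85, adjusted p = 0.033). Between arrays numbered 1 and 2 the differences correlated across genes at r = 0.47 for undifferentiated and differentiated, 0.31 for undifferentiated and A-C/EBP, 0.40 for undifferentiated and 5-AZA, 0.44 for differentiated and A-C/EBP, 0.32 for differentiated and 5-AZA and 0.23 for A-C/EBP and 5-AZA, and at 0.63 for 5-AZA against differentiated 4 minus 3.

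The share of induced genes lowered by A-C/EBP was 4.55% among calls and 12.1% to 25.9% with 1 array left out (12.1% without A-C/EBP replicate 2), and that for 5-AZA 6.78% at a threshold of 1 and 0.993% among calls.

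Values near 0 changed sign. Upon differentiation Rps19 was at −0.11 with the block and with differentiated arrays 1 and 2 only, and at −0.06 to 0.14 with 1 array left out. Dsc1 was at −0.05 by the brightest probe set and at −0.53 to 0.77 with 1 array left out. Lor was at −0.03 with differentiated arrays 3 and 4 only and at −0.24 to 0.65 with 1 left out. Jun was at −0.07 by the brightest probe set, at −0.13 with the block and with arrays 1 and 2 only, and at −0.18 to 0.26 with 1 left out. Egfr was at −0.15 and Fosl2 at −0.10 by the brightest probe set, and with 1 array left out Junb was at −0.21 to 0.04 and Creb1 at −0.20 to 0.01. With A-C/EBP, Dsc2 was at 0 by the brightest probe set and Dsc3 at 0.07, and Dsc3 at 0.02 with the block and with arrays 1 and 2 only.

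With an estimated correlation, 0 lists passed camera in each comparison, where the preset passes 8, 3 and 12, and fry passes 4, 0 and 0. With A-C/EBP, 2 lists were higher with median centring and 2 with differentiated arrays 3 and 4 only, where 1 was lower, and 0 to 4 were higher with 1 array left out. With 5-AZA, 5 to 10 lists were lower with 1 array left out. For lists near 0 the direction given by camera also turned, whether or not the median changed sign. Melanocyte markers upon differentiation were at −0.04 with the block. With A-C/EBP and 1 array left out, tight junction genes were at −0.13 to 0.37, p53 targets at −0.04 to 0.17, melanocyte markers at 0.01 to 0.39 and sex-linked transcripts at −0.92 to 0.01. With 5-AZA, interferon genes were at 0.12 with the block and immune markers at 0 with differentiated arrays 3 and 4 only, and with 1 left out basal genes were at −0.45 to 0.16, epidermal regulators at −0.05 to 0.25, interferon genes at −0.17 to 0.18 and immune markers at −0.08 to 0.13.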

Differences from the paper's values

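All alternatives compared here were set before the data were examined. The paper states no threshold for A-C/EBP or 5-AZA, and the cause of the differences below was not tested.

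Table S1 of the paper gives 1186 genes repressed by A-C/EBP, against 552 here at a fall of more than 0.5 on the log2 scale. Of 19 alternatives, 1 comes within 1.5 times of the paper's value, the omission of A-C/EBP replicate 1 (987), and the other 18, from 127 to 751, do not.

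Table S1 also gives 417 genes both repressed by A-C/EBP and induced by differentiation, against 227 here. Of 19 alternatives, 4 come within 1.5 times, namely the brightest probe set per gene (291), differentiated arrays 3 and 4 only (347), omission of differentiated replicate 2 (299) and omission of A-C/EBP replicate 1 (341), and 15 do not.

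From these counts, 31.4% of induced genes in Table S1 are repressed by A-C/EBP, against 17.26% here. Of 26 alternatives, 4 come within 1.5 times, namely differentiated arrays 3 and 4 only (22.12%), omission of A-C/EBP replicate 1 (25.93%), and the splits in which induction is measured on differentiated arrays 1 and 2 (23.34%) or 2 and 4 (22.07%), and 22 do not. The paper's text gives 25% for the same share, which is within 1.5 times of 17.26%.

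The paper describes desmocollin and Lce1h transcripts as lower with both treatments. In the limma fit described for differentiation, their log2 fold changes lay below 0 and none passed after adjustment over all genes. With a block for the replicate number, Lce1h passed with 5-AZA (limma adjusted p = 0.0155) and with A-C/EBP (adjusted p = 0.033). Fold changes with that block rest on differentiated arrays 1 and 2, which are not the controls closest to the 5-AZA arrays. With only the compared conditions in the fit, Dsc1 passed with 5-AZA (limma adjusted p = 0.0396).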

Other observations

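The splits of the differentiated arrays were planned, but the test of shared arrays built on them and the comparison with matched genes within them were chosen after the result was seen, and the comparison with matched genes over all arrays was set before its outcome was known.

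Differentiated keratinocytes had lower mRNA levels of genes of the unfolded protein response, which the paper does not report. Of 24 genes of the unfolded protein response, 12 fell, none rose and 12 did not pass (13 fell adjusted over the list alone), with a median of −0.52 (camera adjusted p = 2.64e-05, and adjusted p = 0.76 with an estimated correlation). Creld2 fell by 1.03 (standard error 0.17, adjusted p = 0.00231) and Pdia6, a disulfide isomerase, by 0.77. Of 30 genes of the integrated stress response, 2 rose, 8 fell and 20 did not pass (3 rose and 9 fell adjusted over the list alone; median −0.14, camera adjusted p = 0.269, and adjusted p = 0.0294 with differentiated arrays 1 and 2 only). The genes of serine and proline synthesis Phgdh and Aldh18a1 fell by 1.31 (standard error 0.10, adjusted p = 5.65e-05) and 0.98, while Nupr1 rose by 2.49.

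Of 36 interferon response genes, 4 rose, none fell and 32 did not pass (4 rose adjusted over the list alone), with a median of 0.28 (camera adjusted p = 7.04e-05, and adjusted p = 0.899 with an estimated correlation). Usp18 rose by 2.01, but not without undifferentiated replicate 1 (1.88) or 2 (2.15) or differentiated replicate 1 (2.05), Ifih1 by 1.14, but not without undifferentiated replicate 1 (1.15) or 2 (1.12), and Isg20 by 0.63, but not without undifferentiated replicate 2 (0.48). With A-C/EBP, Rsad2 rose by 1.60 (standard error 0.13, adjusted p = 0.000592), Isg20 fell by 0.68, but not without A-C/EBP replicate 2 (−0.54) or differentiated replicate 1 (−0.67), 2 (−0.67) or 4 (−0.65), and 34 did not pass (2 rose and 1 fell adjusted over the list alone; camera adjusted p = 0.987, where the median of −0.02 and the mean of 0.03 differ in sign). None passed with 5-AZA (median 0.03, camera adjusted p = 0.439). Rsad2 lay below the median probe set of each array in differentiated replicates 1, 2 and 3 (4.61, 4.30 and 4.67). This limits the fold of Rsad2 with A-C/EBP.

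Among 28 epidermal regulators, 6 rose, 3 fell and 19 did not pass upon differentiation (6 and 3 adjusted over the list alone; camera adjusted p = 0.629, where the median of −0.01 and the mean of 0.09 differ in sign). Hopx rose by 1.62 and Notch3 by 1.48, and Sox15 fell by 0.98. Of 24 genes of the AP-1, C/EBP and CREB families, Atf3 (1.20) and Maff (1.27) rose, Fosl1 (−1.03) fell and 21 did not pass (2 rose and 1 fell adjusted over the list alone; camera adjusted p = 0.779, where the median of −0.03 and the mean of 0.04 differ in sign). Without undifferentiated replicate 1 the calls of Atf3 (1.19), Maff (1.18) and Fosl1 (−1.19) ended, without replicate 2 as well (1.20, 1.36 and −0.88), and that of Fosl1 also without differentiated replicate 2 (−1.05). With A-C/EBP and 5-AZA none of either list passed over all genes (regulators 3 rose adjusted over the list alone with A-C/EBP; camera adjusted p = 0.772 and 0.996 for regulators, 0.43 and 0.996 for the families).

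Of 33 genes of epidermal inflammation, 4 rose, 4 fell and 25 did not pass upon differentiation (5 rose and 4 fell adjusted over the list alone; camera adjusted p = 0.889, where the median of −0.16 and the mean of 0.02 differ in sign), with Defb4 up by 3.77 and Krt16 at −0.90. With 5-AZA none passed (2 fell adjusted over the list alone), with a median of −0.20 (camera adjusted p = 0.000523, and adjusted p = 0.616 with an estimated correlation; adjusted p = 0.0645 with differentiated arrays 3 and 4 only). Among imprinted genes Mest fell by 1.44 upon differentiation with 2 of 26 lower (2 adjusted over the list alone; camera adjusted p = 0.498), and with A-C/EBP Mest rose and Peg3 fell by 1.19, but not without A-C/EBP replicate 2 (−0.98) (camera adjusted p = 0.987). With 5-AZA no imprinted gene passed (camera adjusted p = 0.459). Of 30 p53 targets 2 rose upon differentiation, among them Cdkn1a by 0.92 (2 rose adjusted over the list alone; camera adjusted p = 0.27). Btg2 rose by 0.86 with A-C/EBP, but not without A-C/EBP replicate 2 (0.71) or differentiated replicate 1 (0.89), 2 (0.82), 3 (0.84) or 4 (0.87) (2 rose adjusted over the list alone; camera adjusted p = 0.348). With 5-AZA no p53 target passed (2 fell adjusted over the list alone; median −0.10, camera adjusted p = 0.000523, and adjusted p = 0.616 with an estimated correlation). The median was 0.01 without 5-AZA replicate 2, where the list no longer passed.

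Desmosome genes had 3 higher and 1 lower of 13 upon differentiation, with Cdsn up by 1.48 (3 and 1 adjusted over the list alone; camera adjusted p = 0.498), 1 higher with A-C/EBP (camera adjusted p = 0.874) and none with 5-AZA (camera adjusted p = 0.308). Barrier lipid genes had 4 higher and 6 lower of 29 upon differentiation (7 and 6 adjusted over the list alone; camera adjusted p = 0.629, where the median of 0.07 and the mean of −0.03 differ in sign), with A-C/EBP only Elovl4 fell, by 1.78, but not without A-C/EBP replicate 2 (−0.95), differentiated replicate 1 (−1.78), 2 (−1.80), 3 (−1.80) or 4 (−1.73) or either 5-AZA array (−1.78) (camera adjusted p = 0.789), and none passed with 5-AZA (camera adjusted p = 0.437). Ribosomal protein genes had 2 lower of 34 upon differentiation, none adjusted over the list alone, at a median of −0.13 (camera adjusted p = 0.0289, and adjusted p = 0.899 with an estimated correlation; not without differentiated replicate 1, adjusted p = 0.0504, or 2, adjusted p = 0.124, or undifferentiated replicate 2, adjusted p = 0.188, nor with differentiated arrays 3 and 4 only, adjusted p = 0.344), none with A-C/EBP (camera adjusted p = 0.789) and none with 5-AZA, at a median of 0.14 (camera adjusted p = 0.00712, and adjusted p = 0.735 with an estimated correlation; not without 5-AZA replicate 2, adjusted p = 0.556, or differentiated replicate 2, adjusted p = 0.0982, nor with differentiated arrays 3 and 4 only, adjusted p = 0.476).

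With A-C/EBP, tight junction genes had a camera adjusted p = 0.348, cholesterol synthesis 0.789, with Sc5d up by 0.98 and Idi1 at −0.67, neither without A-C/EBP replicate 2 (0.85 and −0.53), the integrated stress response 0.174 and the unfolded protein response 0.118. Some lists passed with 1 array left out and not with all, namely tight junctions (median 0.37, adjusted p = 0.00588), p53 targets (0.17, adjusted p = 0.0181), the integrated stress response (0.17, adjusted p = 0.0292) and adipocyte markers (−0.11, adjusted p = 0.0219) without A-C/EBP replicate 2, melanocyte markers (0.39, adjusted p = 0.000777), sex-linked transcripts (−0.92, adjusted p = 0.0257) and the unfolded protein response (−0.12, adjusted p = 0.0435) without A-C/EBP replicate 1, melanocyte markers (adjusted p = 0.0319) and adipocyte markers (adjusted p = 0.0332) without differentiated replicate 1, melanocyte markers (adjusted p = 0.0113) without replicate 2, the unfolded protein response (adjusted p = 0.0245) without replicate 3 and the integrated stress response (adjusted p = 0.0415) without replicate 4. With differentiated arrays 1 and 2 only the integrated stress response (0.17, adjusted p = 0.0105) and the unfolded protein response (−0.14, adjusted p = 0.0156) passed as well, and with 3 and 4 only the melanocyte markers (0.33, adjusted p = 0.000542). A block for the replicate number also let the integrated stress response (0.17, adjusted p = 0.0116) and the unfolded protein response (−0.14, adjusted p = 0.0116) pass. With 5-AZA, lists past the preset test were basal keratinocyte genes (median −0.11, adjusted p = 0.00472, and 0.285 with differentiated arrays 3 and 4 only), tight junctions (−0.05, adjusted p = 0.0175, and 0.255 without 5-AZA replicate 2 or 0.0528 without differentiated replicate 1, and 0.0632 with differentiated arrays 1 and 2 only), the integrated stress response (−0.08, adjusted p = 0.000348, and 0.12 with differentiated arrays 1 and 2 only) and the unfolded protein response (−0.12, adjusted p = 0.00229, and 0.13 without 5-AZA replicate 2), each with adjusted p = 0.616 with an estimated correlation. Epidermal regulators and interferon genes passed in opposite directions without 5-AZA replicate 2 (0.25, adjusted p = 0.00569, and 0.18, adjusted p = 0.00148) and without 5-AZA replicate 1 (−0.05, adjusted p = 0.0286, and −0.17, adjusted p = 0.000141), and immune markers passed without 5-AZA replicate 2 (−0.08, adjusted p = 0.0113). The integrated stress response no longer passed with 5-AZA with a block for the replicate number. Germline genes had camera adjusted p = 0.549 upon differentiation and 0.874 with A-C/EBP.

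Markers of other cells did not pass camera upon differentiation (adjusted p = 0.2 for fibroblasts, 0.413 for melanocytes, 0.779 for immune cells, 0.871 for endothelial cells, 0.498 for muscle, 0.629 for adipocytes, 0.755 for hair follicles and 0.779 for sex-linked transcripts), while fibroblast markers passed without undifferentiated replicate 1 (0.41, adjusted p = 0.0109) or differentiated replicate 3 (0.19, adjusted p = 0.024) or with differentiated arrays 1 and 2 only (0.18, adjusted p = 0.0419), melanocyte markers with 3 and 4 only (−0.40, adjusted p = 0.0464), and p53 targets without undifferentiated replicate 1 (0.08, adjusted p = 0.0399). Fibroblast markers also passed upon differentiation with a block for the replicate number (0.18, adjusted p = 0.0333). Among hair follicle genes Foxn1 fell by 1.14 and Hoxc13 by 1.04, the latter not without undifferentiated replicate 1 (−0.87). With A-C/EBP markers of cells other than fibroblasts did not pass (melanocytes 0.0732, immune cells 0.772, endothelial cells 0.789, muscle 0.912, adipocytes 0.0848, hair follicles 0.789, sex-linked transcripts 0.348), while Lpl fell by 1.64, but not without A-C/EBP replicate 2 (−1.26). In A-C/EBP replicate 2, Lpl (4.22) lay below the median probe set of that array (4.76), which limits its fold. With 5-AZA immune cells had 0.439, endothelial cells 0.766, muscle 0.439, adipocytes 0.936, hair follicles 0.996 and sex-linked transcripts 0.308.

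Compared directly, 374 genes were higher and 206 lower with A-C/EBP than with 5-AZA at a limma adjusted p under 0.05. Of induced genes 11.2% were lower with 5-AZA and 8.90% higher, against 2.09% and 1.89% of all genes, where simulation without effect gave 17.1% lower and with independent effects 5.09%, and the split controls gave 7.82% to 13.96%.

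The share of induced genes lowered by A-C/EBP may come from the shared differentiated arrays. With no array in both comparisons, its ratio to the share of all genes was 4.06 at the lowest of 6 splits, where sharing alone would give a ratio near 1, so this explanation is excluded. It may also come from genes that vary more between arrays, and the 6.57% (SD 0.572) lowered among genes within 0.5 upon differentiation, matched on mean level and spread, against 17.26% of induced genes decides nothing, since the same differentiated arrays entered the choice of genes and the change with A-C/EBP. Within the splits, matched genes were lowered in 5.71% to 9.57%, at most 46.4% of the share of induced genes (and raised in up to 13.93%, against 17.25% of induced genes in that split), but 1 of the 6 missed the bound set for excluding this explanation (below 50% by more than 1 SD), so it stays open. Whether the share comes from C/EBP activity itself was not tested.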
